# Increased Expression of Matrix Extracellular Phosphoglycoprotein (MEPE) in Cortical Bone of the Rat Tibia after Mechanical Loading: Identification by Oligonucleotide Microarray

**DOI:** 10.1371/journal.pone.0079672

**Published:** 2013-11-08

**Authors:** Christianne M. A. Reijnders, Huib W. van Essen, Birgitte T. T. M. van Rens, Johannes H. G. M. van Beek, Bauke Ylstra, Marinus A. Blankenstein, Paul Lips, Nathalie Bravenboer

## Abstract

Skeletal integrity in humans and animals is maintained by daily mechanical loading. It has been widely accepted that osteocytes function as mechanosensors. Many biochemical signaling molecules are involved in the response of osteocytes to mechanical stimulation. The aim of this study was to identify genes involved in the translation of mechanical stimuli into bone formation. The four-point bending model was used to induce a single period of mechanical loading on the right tibia, while the contra lateral left tibia served as control. Six hours after loading, the effects of mechanical loading on gene-expression were determined with microarray analysis. Protein expression of differentially regulated genes was evaluated with immunohistochemistry. Nine genes were found to exhibit a significant differential gene expression in LOAD compared to control. *MEPE*, *Garnl1*, *V2R2B*, and *QFG-TN1 olfactory receptor* were up-regulated, and *creatine kinase* (*muscle form*), *fibrinogen-B beta-polypeptide*, *monoamine oxidase A*, *troponin-C* and *kinesin light chain-C* were down-regulated. Validation with real-time RT-PCR analysis confirmed the up-regulation of *MEPE* and the down-regulation of *creatine kinase* (*muscle form*) and *troponin-C* in the loaded tibia. Immunohistochemistry showed that the increase of MEPE protein expression was already detectable six hours after mechanical loading. In conclusion, these genes probably play a role during translation of mechanical stimuli six hours after mechanical loading. The modulation of MEPE expression may indicate a connection between bone mineralization and bone formation after mechanical stimulation.

## Introduction

The ability of the skeleton to form bone after mechanical stimulation is a very complicated process, which consists of mechanosensing, mechanotransduction and the bone formation response. It is well-known that osteocytes function as mechanosensors via canalicular processes and communicating gap junctions in the early stage of bone remodeling [1,2]. Many biochemical signal molecules are involved during mechanical transduction, finally, resulting in bone formation.

*In vivo* studies in animals report glucose-6-phosphate dehydrogenase (G6PD)[3,4], c-fos [5,6], cAMP [7], COX‑2 [8], NO and prostanoid [9], insulin-like growth factors (IGFs)[6,10,11], transforming growth factor-β (TGF-β)[6,10], protein kinase B (PKB or Akt)[12] , glutamate transporter (GLAST)[12], wnt/β-catenin [13,14] and sclerostin [14,15] as biochemical signal molecules during the translation of mechanical loading into bone formation. The responses to *in vivo* mechanical loading are time-dependent. Early strain related changes within 5 minutes after loading are shown in osteocytes in which the glucose-6-phosphate dehydrogenase (G6PD) activity is increased [3,4]. The cAMP level is also rapidly increased after loading [2,7]. COX‑2 [8], nitric oxide (NO), and prostanoid [9] are also important for bone formation elicited by mechanical strain. These early events are followed by changes in gene expression level. Compression of caudal vertebrae results in enhanced c-fos mRNA expression in cortical and trabecular osteocytes 30 minutes after loading [5]. Four-point-bending of the tibia shows an up-regulation of c-fos mRNA expression in the periosteum within 2 hours after loading and an increase of IGF‑I and TGF-β mRNA in the periosteum within 4 hours after loading [6]. Increased IGF‑I mRNA expression is observed on trabecular surfaces and in osteocytes of the diaphysial cortex (cortical and trabecular osteocytes) of rat caudal vertebrae within 6 hours after a single loading session, followed by an increased expression of type I collagen and osteocalcin on the bone surface [11]. In addition, the concentrations of IGF‑I protein within the humerus increased after 6 weeks of weightbearing exercise (5 days/week) in the rat-with-backpack model, whereas the concentrations of TGF-β protein decreased [10].

 All of the above mentioned studies observed one single or a few mediators of the osteogenic response, but the microarray technology, used in this study, allows exploring multiple genes at once. The aim of this study was to identify candidate genes that are involved in the translation of mechanical stimuli into bone formation. Load was applied using four-point bending. This model was chosen because adequate bone adaptation was demonstrated previously [16,18,26]. The results from the microarray experiment were confirmed both at RNA level by RT-PCR and at protein level by immunohistochemistry (IHC). 

## Materials and Methods

### In vivo mechanical loading experiments

Three separate mechanical loading experiments were performed to obtain tibia material suitable for detection of RNA expression in microarray and for detection of protein expression by immunohistochemistry, (table 1). Mechanical loading was applied using the 4-point bending system of Forwood and Turner [16,17] and was performed under general anesthesia (2% isoflurane in 1 l/min O_2_ and 2 l/min N_2_O). The animal experiments were in accordance with the governmental guidelines for care and use of laboratory animals and approved by the Institutional Animal Care and Use Committee (IACUC) of the VU University Medical Center Amsterdam, the Netherlands. The animals were kept under standard laboratory conditions.

**Table 1:** SET UP OF THREE DIFFERENT LOADING EXPERIMENTS.

Experiment	Rationale	N	Group	Experimental condition of:		Endpoints
				Right tibia	Left tibia		
A	Explore differential expression of genes due to bending, not squeezing	9	LOAD	Single bending load	contra lateral control	RNA isolation for micro array analysis and RT-PCR	
		10	SHAM	Sham load	contra lateral control		
B	Confirmation of micro array differences at protein level	5	LOAD	Single bending load	contra lateral control	Histology and IHC	
		5	CONTROL	control	contra lateral control		
C	Differential expression due to repeated bending.	9	REPEATED LOAD	repeated bending load	contra lateral control	Histology and IHC	

Rationale and outline of the experimental setup of the three different experiments(exp) performed.. In experiments A and B a single bout of loading was applied for both RNA analysis (experiment A) as well as protein localization by immunohistochemistry (IHC) (experiment B). In experiment C repeated loading was applied for studying cumulative protein expression.

In experiment A nineteen female 12-week-old Wistar rats (Harlan, Zeist, The Netherlands) were randomly assigned to two weight-matched groups: LOAD (223 ± 14 g, n = 9) and SHAM (228 ± 10 g, n = 10). The right tibiae of rats in the LOAD group underwent “medio-lateral” loading (distance between the centers of the loading pads: upper pads: 11 mm and lower pads: 23 mm). The left tibia served as contra lateral control to adjust for systemic effects of the bending. The right tibia of rats in the SHAM group underwent sham loading (opposed pads were placed at the inner position: 11 mm). The left tibia served as contra lateral control to adjust for systemic effects of the squeezing (sham-loading). Since loading will result in bending and squeezing of the tibia and sham-loading only in squeezing of the tibia; the SHAM group was used as control for the LOAD group. A single loading episode constituted 300 cycles (2 Hz) using a peak magnitude setting of 60 N as described before [18]. Measurement with an external force reader before and after bending revealed that the actually used force was 72 ± 3 N (mean ± SD). All left tibia served as contra lateral control. The rats were sacrificed by CO_2_ asphyxiation exactly six hours after loading. This time-point was based on a previous study of Lean and colleagues [11] and on our own *in situ* hybridization studies [18,19]. The tibiae were dissected and after removal of the proximal and distal end, periosteum and bone marrow, immediately frozen in liquid nitrogen and stored at -80 °C until RNA isolation.

In experiment B ten female 12-week-old Wistar rats (Harlan, Zeist, The Netherlands) weighing 235 ± 12 g were randomly assigned to two groups: LOAD (n=5) and CONTROL (n=5). The right tibiae of rats in the LOAD group underwent “medio-lateral” loading identical to the rats in the LOAD group of experiment A, while the left tibiae of these rats served as a non-loaded contra lateral control. The rats in the CONTROL group did not receive any mechanical loading. All rats were sacrificed by CO2 asphyxiation six hours after loading. The tibiae were dissected and the proximal condyles were sawn off. The tibiae were then fixated in 4% (w/v) paraformaldehyde buffered in PBS at 4 °C for 24 hours and decalcified in 10% EDTA with 0.5% paraformaldehyde in PBS at 4 °C for 30 days. The tibiae were dehydrated with ethanol and xylene and embedded in paraffin.

In experiment C nine female 12-week-old Wistar rats (Harlan, Zeist, The Netherlands) weighing 234 ± 12 g were assigned to the REPEATED LOAD group. The right tibia of these rats underwent for two weeks, five days a week, a single episode of “medio-lateral” loading comprising 300 cycles (2 Hz) using a peak magnitude setting of 40 N. Six hours after the final loading episode the rats were sacrificed by CO2 asphyxiation. The tibiae were dissected, the proximal condyles were sawn off and the tibiae were prepared for histology identically to experiment B.

### RNA isolation

The diaphysis of the tibia from experiment A was pulverized in presence of Trizol (Invitrogen) using the Freezer mill 6750 (Spex Certiprep, Metuchen, NY, USA) subsequently followed by a Trizol extraction, a chloroform/isoamylalcohol extraction, and a second Trizol extraction according to the manufacturer’s instructions. The RNA pellet was dissolved in RNase-free water and stored at -80°C prior to use. Thus the sample included total RNA from the tibia shaft, containing osteocytes, osteoblasts, lining cells and intracortical blood vessel cells. For the real-time RT-PCR analysis the samples were additionally treated with RNase-free DNAse to eliminate DNA contamination.

The quality of the RNA samples was determined with the RNA 6000 Nano Assay Kit (Agilent Technologies). The yield of RNA was measured with the spectrophotometer (A_260_)(NanoDrop® ND‑1000 Spectrophotometer). The mean yield of total RNA samples used for the microarray analysis was 1604 ± 501 ng/μl (mean ± SD) ranging from 18.6 μg to 48.9 μg per tibia with an A_260_/A_280_ ratio of 1.97 ± 0.05 (mean ± SD).

### Microarray, probe generation, hybridization and washing

Custom made microarrays were used [20]. The total number of spotted oligonucleotides was 4803 per region, including 52 spots of the housekeeping gene glyceraldehyde-3-phosphate dehydrogenase (GAPDH).Furthermore, there were 138 empty spots. The slides exhibited a crossreactivity of 10%; every spotted oligonucleotide has a change of 10% that a part of the spotted sequence interacts with a different gene than mentioned in the gene name list.

RNA from five rats of each group was used for microarray analysis cDNA probes were generated from 15 µg total RNA with an oligo-dT ((dT)_20_-VN) primer (Isogen, Maarssen, The Netherlands) and SuperScript™ II Reverse Transcriptase (Invitrogen), with incorporation of aminoallyl-dUTP (Ambion). Probes were indirectly labeled with Fluorolink Cy3 or Cy5 mono-functional dyes according to a dye-swap design. The dye-swap design was used to avoid a possible bias caused by the molecular structure of Cy3 and Cy5. The treated tibia (LOAD or SHAM) was hybridized together with its own contra lateral control tibia creating unique intra-rat hybridization.

The hybridization protocol was adapted from Snijders and colleagues [21] with minor modifications. Pre-hybridization was performed in a hybridization mixture containing 60 µg yeast tRNA (ribonucleic acid transfer, Sigma), 12 µg polyA (Amersham Biosciences) and 24 µg human Cot-1 DNA (Invitrogen) and 30 µg salmon sperm DNA (Invitrogen) in a total volume of 29.2 µl per array. After precipitation the pellet was dissolved in mastermix (50% formamide, 2xSSC, 9.4% dextran sulphate) and 0.2% SDS in a total volume of 130.2 µl per array. Pre-hybridization was maintained for 45 min at 37°C in the Hybridization Station (Genetac^TM^ hybridization station or HybArray12 (Perkin Elmer)). The pre-hybridization mix was gently removed and slides were dried by centrifugation at 200 g for 3 min. The probe-hybridization mixture contained 16.0 µl Cy3 and 16.0 µl Cy5 labeled samples and 26.2 µl hybridization mixture (60 µg yeast tRNA, 12 µg polyA and 24 µg human Cot-1 DNA). After precipitation the pellet was dissolved in mastermix and 0.2% SDS in a total volume of 130.2 µl per array. Probe mix was denaturated at 70°C for 15 min and incubated at 37°C for 60 min. Hybridization was initiated and maintained for 16 h at 30°C in the hybridization station, while the hybridization mixture was agitating. After hybridization, excess hybridization mixture was automatically rinsed off with 50% formamide, 2xSSC, pH 7.0 at 35°C and followed by a wash step with PN buffer (0.1 M sodium phosphate, 0.1% Igepal CA630, pH 8) at 25°C. Excess salt was removed by subsequently rinsing in 0.2xSSC, 0.1xSSC and 0.01xSSC at 25°C. Slides were dried by centrifugation at 200 g for 3 min. 

After drying, the slides were scanned at 10 µm resolution for Cy3 and Cy5 intensities using the microarray scanner (Agilent Technologies) operated by Agilent Scan Control software and Feature Extraction software. Array images were processed with BlueFuse version 3.0 for microarrays (BlueGnome, Cambridge, UK). The dataset is submitted to GEO gene expression omnibus (GSE50707) with platform accession number: GPL: 1397.

### Microarray statistics differential gene-expression

Automatically flagged genes (spots with a confidence value < 0.11) and manually flagged genes (dirty spots and spots with a confidence value between 0.11‑0.15 with a low intensity or bad morphology) were excluded from further analysis. The duplicates of the Cy3 and Cy5 intensities were not averaged, but were treated as separate spots in the analysis. The log_2_ values of the Cy5 to Cy3 ratios were normalized in an intensity dependent fashion (lowess). Genes with more than one missing value across arrays were excluded from the statistical analysis.

Differentially expressed genes were identified by fitting a separate linear model to the expression data for each gene using the language R (http://www.r-project.org). Duplicate spots for each gene, printed on each array, were taken into account [22]. Differential expression was analyzed using moderated t‑statistics based on empirical Bayes estimation [22] and P-values were adjusted according to the linear step-up method of Benjamini and Hochberg to reflect the false discovery rate [23,24]. Genes with a false discovery rate <20% were considered to reflect statistical significance.

Estimated relative differential expression for LOAD (i.e., relative to its contra lateral control) was compared to the estimated relative differential expression for SHAM (i.e. relative to its contra lateral control). Thus, aspects of the experimental intervention bending and squeezing were compared with squeezing resulting in the net effect of bending.

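On the arrays, transcripts of skeletal muscle had lower ratios in LOAD than in SHAM, and Mepe had a higher ratio. The difference in log2 ratio, LOAD minus SHAM, was -2.17 (standard error 0.86) for troponin-C, the calcium sensor of the muscle thin filament, and -1.60 (standard error 0.55) for creatine kinase, muscle form (Ckm), which regenerates ATP in contracting fibers. It was -1.86 (standard error 0.84) for Myl11, a fast skeletal myosin light chain, and -0.91 (standard error 0.38; -0.60 without LOAD replicate 4) for Pgam2, the muscle form of phosphoglycerate mutase. The probability that a channel carried signal reached 0.5 in 9 of 20 channels for troponin-C and in 12 for Myl11. Their lowest levels thus lie near the limit of detection, which leaves the size of these differences uncertain. Of 20 muscle genes with a value on every array, 16 had a lower ratio in LOAD than in SHAM, with a median of -0.17 (limma camera over 22 lists, adjusted p = 0.00276; adjusted p = 0.283 with an estimated correlation). Without LOAD replicate 4 this median was -0.09 and without LOAD replicate 5 it was -0.27. The list also holds the cardiac forms Tnni3, Tnnt2 and Myh6, which differed by 0.06, -0.01 and -0.02. Ckm and troponin-C were chosen on these arrays. Without this pair, 14 of 18 muscle genes were lower, with a median of -0.14 (adjusted p = 0.0539 in camera and 0.337 with an estimated correlation). The matrix glycoprotein Mepe, a product of osteocytes, differed by 0.73 (standard error 0.32), in the direction opposite to the muscle genes. Across the 10 arrays no relation of Mepe with the muscle transcript Myl11 was shown (Pearson's r -0.45, permutation p = 0.188). Maoa, which breaks down monoamines, differed by -2.22 (standard error 0.88), the fibrinogen chain gene Fgb by -1.31 (standard error 0.49) and kinesin light chain C (Klc-C) by -1.23 (standard error 0.49). The 3 cartilage genes with a value on every array were lower in LOAD, with a median of -0.27, among them Col2a1, the collagen of cartilage (adjusted p = 0.0539; adjusted p = 0.614 with an estimated correlation), and the 10 ribosomal proteins were lower with a median of -0.070 (adjusted p = 0.128; adjusted p = 0.660 with an estimated correlation). Among other named genes, the nuclear protein gene Tnp1 differed by 0.56 (standard error 0.24; 0.29 without SHAM replicate 2), the interferon-induced gene Ifit1 by 0.26 (standard error 0.11), the phosphodiesterase Pde4b by -0.32 (standard error 0.11) and the anion exchanger Slc4a2 by -0.25 (standard error 0.10).
None of 4707 genes passed a false discovery rate of 20% in limma (lowest adjusted p = 0.999). At an unadjusted p under 0.05 there were 70 genes, 27 with a higher and 43 with a lower ratio in LOAD, where chance gives 235. With the scan batch as a block, 73 genes had an unadjusted p under 0.05 and 0 passed. Within the 4 scan batches, which held 1 or 2 arrays of each group, the difference in Mepe was 0.41, 0.62, 1.82 and 0.40, and that in Ckm was -0.45, -2.45, -2.33 and -2.33; the -0.45 rests on SHAM 2, where Ckm had a log2 ratio of 1.57, against -0.95 on SHAM 1. The cartilage list no longer passed without LOAD replicate 5 or SHAM replicate 2 (adjusted p = 0.287 and 0.353; median -0.20 and -0.18), and the ribosomal list passed in 22 of 30 alternatives and not without LOAD replicate 1, 4 or 5 or SHAM replicate 2 or 4 (adjusted p = 0.262, 0.484, 0.410, 0.451 and 0.267; median -0.044 without LOAD replicate 4 and -0.128 without LOAD replicate 2). Nor did the cartilage list pass without normalization or with the dyes of LOAD 2 exchanged, with or without a dye term. Its adjusted p in camera reached 0.777 and its median -0.020 over the alternatives. The ribosomal list also failed without both arrays numbered 4 and with LOAD 2 exchanged, with or without a dye term. Its adjusted p in camera reached 0.781 and its median -0.024. In exact 2-sided permutation tests of the 5 LOAD against the 5 SHAM arrays, p was 0.0873 for Mepe, 0.0556 for Ckm and 0.0794 for troponin-C, each 0.107 after adjustment over the 9 genes, which were chosen on these arrays.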

### Microarray statistics single channel analysis

Possible differences between the contra lateral control of the LOAD group and the contra lateral control of SHAM group were investigated. Analyzing the differences between contra lateral control of both groups necessitated single channel analysis to compare the intensities of the control samples between arrays rather than the ratios between the two channels. This analysis was performed on 1944 spots, because missing values could not be handled by the single analysis [25].

### Real-Time RT-PCR

Quantitative RT-PCR analysis was performed on the nine differentially expressed genes to validate the microarray results. RNA from LOAD (n=8) and SHAM (n=10) was used for quantitative RT-PCR analysis. One hundred ng of total RNA was reverse-transcribed using 10 ng/μl random primers (Roche, Basel, Switzerland) and 5 U/μl M-MLV Reverse Transcriptase (Promega) in a mixture containing 5 mM MgCl, 1x RT-buffer, 1 mM dNTPs each, 1M betaine and 0.40 U/μl RNAsin for 10 min at 25°C, 1h at 37°C and 5 min at 95°C in a total volume of 20 μl. All RNA samples were assayed in triplicate. Three μl of cDNA was amplified by PCR using the primers as described in Table 2. For every gene two primer sets were developed. The first primer set amplified a fragment of the mRNA which overlaps with the oligonucleotide that was spotted on the microarray and the second primer set amplified a fragment of the mRNA that was not present on the array. Both primer sets were used, because the microarray had a crossreactivity of 10%.

**Table 2:** PRIMERS FOR REAL-TIME RT-PCR.

			Primer set I						Primer set II				
Accession nr	Target Array (nt)		Forward(5’-3’)	Nucleotide Position (nt)	Reverse (5’-3’)	Nucleotide Position (nt)	Product (bp)		Forward(5’-3’)	Nucleotide Position (nt)	Reverse (5’-3’)	Nucleotide Position (nt)	Product (bp)
AF260922	P1311-1375		Agaacaagccaccctacacg	1214	Cccactggatgatgactcact	1342	129		Aggctgtgtctgttggactg	66	Aagtggatgttgccttggtt	165	100
NM_020083	3625-3689		agagcacggtacctgcagac	3604	tggtagggagctggagagaa	3698	95		tgccttctgaatctgatgactc	3184	agtcaatggaatccccatca	3290	107
NM_012530	1102-1166		cttccgaggtcgaacaggt	1100	tacttctgcgcagggatcat	1214	115		atctggcacaacgacaacaa	718	ggcggaaaacttccttcata	823	106
U05675	1097-1161		accgaggccaacaagtacc	1093	tgtggatggtcatggttctg	1207	115		acggaatactgccacactcc	664	acctcccttccgaatgatct	753	90
U05675	1097-1161		cgaaatggaggactggaaag	1032	gccagcagtccctttgtact	1146	115		tgctacagggtgtgagttgc	324	aggtgaccgaagaggtctca	439	116
AF053990	655-719		ccactgttgacaggagcatc	608	tcacttggagctcacagttct	712	105		cggcttatatccatgcatcc	121	tccttggaggcttcaacatc	226	106
D00688	1460-1524		aaggatgttccagccattga	1441	ccacagaagtggaaacacca	1540	100		accagagcttccacctgaga	858	tcatgcagccacaatagtcc	979	122
J00793	347-411		ggaactggctgagtgtttcc	351	tcctcgtctgtcacatgctc	461	111		gctgcctttgacatgtttga	133	ttcctctttggtgggtgtct	234	102
AF091565	278-342		ctggttcaaacatcccttgc	280	acaggccagtttcaggacag	378	99		cccaggaagaccatctcctt	73	catgctcaggagcacacact	162	90
M75148	2123-2187		catcttgaggacaggcgtta	2089	cagcacatgcctcactccta	2184	96		cagccctaggagcttgtcag	1904	tggcaaagctacatgtatccag	2003	100
PBGD	–		–	–	–	–	–		atgtccggtaacggcggc	1	caaggttttcagcatcgctacca	135	135

Primer set I contained the sequence of the oligonucleotide as spotted on the microarray; Primer set II contained a fragment of the gene which was not present on the array; target array, position oligonucleotide fragment as spotted on the microarray; PBGD, house keeping gene porphobilinogen deaminase;

In each case, the PCR consisted of an initial denaturation step for 3 min at 95°C, followed by 40‑50 cycles (15 sec at 95°C, 1 min at 60°C) in a total volume of 25 μl containing 300nM primers and SYBR Green Supermix (BioRad, Hercules, CA, USA). After the PCR, a melting curve was run from 50°C to 95°C to check the specificity of the reactions.

### Real-Time RT-PCR statistics

All mean Ct (threshold cycle) values were normalized for the house keeping gene PBGD (porphobilinogen deaminase)(2^-δCt^ value; δCt = Ct _GENE OF INTEREST_ – Ct _PGBD_), followed by a natural log-transformation to obtain a normal distribution, which was shown with a Kolmogorov-Smirnov test (SPSS, version 9.0). The paired samples t-test (SPSS, version 9.0) was used to examine differences between the treated right and control left tibia in the same rat. The independent samples t-test (SPSS, version 9.0) was used to compare indirect differences between the LOAD and SHAM group (2^-δδCt^ value; δδCt = δCt _TREATED_ – δCt_control_). A P-value < 0.05 was considered to reflect statistical significance.

### Immunohistochemistry

From both tibiae of the rats from experiment B and C, sections of 5 µm thick were cut. Sections were rehydrated and endogenous peroxidase was quenched with 3% H_2_O_2_ in 40% methanol/PBS. Antigen retrieval was performed by incubation with 1% trypsin for 15 minutes at 37 °C. After blocking of the non-specific binding sites with blocking reagents for 1 hour the sections were incubated overnight at 4°C with 1/200 rabbit-anti MEPE antibody (Santa Cruz sc-68923, CA, USA).The sections were incubated 1 hour with 1/100 biotinylated goat-anti-rabbit antibody (Dako) and 1 hour with horse radish peroxidase labeled streptavidin (Invitrogen). For color development the sections were incubated with AEC reagent (Zymed) and the sections were counterstained with hematoxilin. Quantitative evaluation of the specific staining for MEPE was performed with NIS Elements digital imaging software (Nikon). Digital images were made of the medial cortex of two sections of each tibia at 200x magnification. In the images the area of MEPE positively stained osteocytes was measured and expressed as a percentage of cortical area to obtain the percentage MEPE positive area. Positive staining in capillary blood vessels was excluded from the measurements.

### Immunohistochemistry statistical analysis

Data from two sections of each tibia were averaged. Differences in staining between right and left tibiae were tested with a Wilcoxon matched pairs test. Statistical analysis was performed with Graphpad software. A P-value < 0.05 was considered to reflect statistical significance**.**

## Results

### Identification of differentially expressed mechanosensitive genes with microarray analysis

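Gene expression in the tibial shaft, freed of its ends, periosteum and marrow, was measured on 10 arrays, each of which held RNA of a treated right tibia and of the contralateral control tibia of the same rat, labelled with different dyes. The LOAD group, loaded for 300 cycles at 2 Hz, and the SHAM group, squeezed without bending, had 5 arrays each, and RNA was taken 6 hours after the session. In both groups the treated tibia was labelled with Cy3 on 3 arrays and with Cy5 on 2 arrays. The arrays were scanned in 4 batches, and each batch held arrays of both groups.
The deposited values were the output of the authors' image analysis with BlueFuse before normalization: an intensity per dye, a confidence per spot and the probability that a channel carried signal. The duplicate spots of an accession had been combined into a single value, and the version of the software in the files (2.0) was not the paper's (3.0). Of the 4803 accessions spotted, 1184 could be given a gene name, 1177 of them through their RefSeq accession and 7 from Table 3, and 3619 could not. Spots of bone transcripts gave bright signal: osteopontin (Spp1), a matrix protein of osteoblasts and osteocytes, had a mean log2 intensity of 12.21, Mepe of 11.64 and bone sialoprotein (Ibsp) of 11.37, beside 11.18 for the glycolytic enzyme Gapdh. The muscle enzyme Ckm had a mean log2 intensity of 9.27. Dspp, the sialophosphoprotein of dentin, had 6.85, and Ptgs2, the inducible cyclooxygenase COX-2, had 6.44. Probes differ in affinity, so these intensities do not rank the levels of different transcripts.
Per array, 32 to 166 spots (median 45.5) had a confidence under 0.11, and 52.4% to 81.6% of the spots (median 69.5%) had a signal probability of at least 0.5 in both channels. Spots with a confidence under 0.11 were set to missing, log2 ratios of treated to control were normalized by loess on each array, and genes with more than 1 missing value over the 10 arrays were left out. This kept 4707 genes and left out 96, and 4472 had a value on every array. The removal of dirty spots by eye cannot be repeated from the files, and the number of arrays limits the precision.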

After severe filtering of spot quality, 2375 spotted genes of the 4803 genes, including 51 housekeeping genes, were retained in the analysis. Comparison of the LOAD tibia and its contra lateral control tibia resulted in nine significant differentially expressed genes with a false discovery rate < 20%. 

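In the loaded tibiae, genes of skeletal muscle were lower as a list than in the contralateral control tibiae. Of the 20 muscle genes with a value on every array, 15 were lower and 5 were higher, with a median log2 ratio of -0.15 (limma camera over 22 gene lists, adjusted p = 0.00164; adjusted p = 0.242 with an estimated correlation). Without LOAD replicate 4 this median was -0.05 and without LOAD replicate 5 it was -0.27. The list also holds the cardiac forms Tnni3, Tnnt2 and Myh6, with log2 ratios of -0.01, 0.002 and -0.04. Some members had little signal: Mstn in 0, Tnni3 in 1, Myog in 2 and Tnnt2 in 5 of 20 channels. Mstn and Myog had 0.12 and 0.32. The signs of such genes carry little weight in the count. Myl11, a myosin light chain of fast fibers, had a log2 ratio of -1.67 ± 1.71 (SD, n = 5) and was lower on 4 of 5 arrays, and Pgam2, the muscle phosphoglycerate mutase, had -0.83 ± 0.70 (SD, n = 4; -0.51 without LOAD replicate 4) and was lower on 4 of 4. Capn3, a calpain protease of muscle, had -0.63 ± 0.63 (SD, n = 5) and was lower on 5 of 5 arrays, and Eno3, the muscle enolase, had -0.66 ± 0.75 (SD, n = 5) and was lower on 3 of 5.
The 7 osteocyte genes on the arrays, among them Mepe, lay the other way, with 5 higher and 2 lower and a median of 0.13 (adjusted p = 0.0500; adjusted p = 0.475 with an estimated correlation), while the muscle list was lower on the same arrays. Mepe was chosen on these arrays, and the other 6 osteocyte genes did not pass as a list (median 0.13, 4 higher and 2 lower, adjusted p = 0.312). In LOAD versus SHAM the osteocyte list, with Mepe, did not pass either (median 0.11, adjusted p = 0.281; adjusted p = 0.660 with an estimated correlation). In that comparison it passed in 10 of 30 alternatives (lowest adjusted p = 0.053 in camera), with medians from -0.02 to 0.28. In LOAD the osteocyte median was -0.07 without normalization, where the median of all genes was -0.23. The 10 ribosomal proteins were all lower, with a median of -0.060 (adjusted p = 0.170; adjusted p = 0.475 with an estimated correlation), and their members Rps29 and Rpl39 had log2 ratios of -0.15 ± 0.18 and -0.12 ± 0.19 (SD, n = 5). Without LOAD replicate 2 Rps29 had -0.08, and without LOAD replicate 5 Rpl39 had -0.04. Of the 3 cartilage genes with a value on every array, 2 were lower and 1 was higher (median -0.22, adjusted p = 0.195; adjusted p = 0.475 with an estimated correlation; the median turned to 0.04 with the dyes of LOAD 2 exchanged and a dye term). Chad, a cartilage matrix protein that binds collagen, had -0.29 ± 0.30 (SD, n = 5; -0.17 without LOAD replicate 2) and was lower on 5 of 5 arrays. The 15 osteoblast and bone matrix genes were divided, with 8 higher and 7 lower (median 0.01, adjusted p = 0.939), as were the 14 genes of early response and mechanosensing with a value on every array, with 8 higher and 6 lower (adjusted p = 0.434). Egr1, an early transcription factor, had 0.27 ± 0.22 (SD, n = 5) and was higher on 4 of 5 arrays. Igf2r, the receptor that clears IGF-II, had 0.36 ± 0.19, the leukocyte tetraspanin Cd53 had 0.29 ± 0.18 and the adhesion protein Nptn had 0.31 ± 0.29 (SD, n = 5; 0.19 without LOAD replicate 2), each higher on 5 of 5 arrays.
None of the 4707 genes passed a false discovery rate of 20% in limma (lowest adjusted p = 1.00), and 158 genes had an unadjusted p under 0.05, 77 higher and 81 lower, where chance gives 235. When adjusted over the list alone, 8 of 21 muscle genes were lower, Ckm and troponin-C among them, and Mepe among the 7 osteocyte genes, Egr1 among the 15 early response genes and Igf2r among the 8 of the IGF axis were higher; Ckm, troponin-C and Mepe were chosen on these arrays. Lower by the same adjustment was 1 gene each of the cartilage, liver or plasma protein, monoamine, glycolysis and kinesin lists. In LOAD versus SHAM 0 of the 21 muscle, 0 of the 7 osteocyte, 0 of the 15 early response and 0 of the 8 IGF axis genes passed over the list alone (lowest adjusted p = 0.245, 0.276, 0.941 and 0.823). In that comparison 1 SIBLING gene was higher and 1 monoamine and 1 kinesin gene were lower (lowest adjusted p = 0.158, 0.191 and 0.054 in limma). In the chemosensory list V2R2B and QFG-TN1 passed, both higher (lowest adjusted p = 0.105 in limma). The list of other genes the paper names holds these 2 again, with Ralgapa1 and the kinesin gene Klc-C. All 4 passed there, 3 higher and 1 lower (lowest adjusted p = 0.058 in limma). The lowest p in each of these lists was that of a gene of Table 3, chosen on these arrays. Without normalization 9 genes were lower at 20% and 0 were higher. The osteocyte list passed 20% in 27 of 30 alternatives, and not without LOAD replicate 1 or 4 or with the dyes of LOAD 2 exchanged and a dye term (adjusted p = 0.247, 0.202 and 0.543, against 0.00333 to 0.543 over the alternatives run; median 0.21 without LOAD replicate 1 and 0.08 without LOAD replicate 5). The ribosomal list passed in 23 of 30, and not without LOAD replicate 1, 4 or 5, with a dye term, without both arrays numbered 4 or with LOAD 2 exchanged (adjusted p = 0.247, 0.598, 0.306, 0.309, 0.592 and 0.255; median -0.010 without LOAD replicate 4 and -0.039 without LOAD replicate 5), and the cartilage list passed in 13 of 25, and not without LOAD replicate 1, 2, 4 or 5 (adjusted p = 0.273, 0.352, 0.319 and 0.227; median -0.13 without LOAD replicate 2 and -0.12 without LOAD replicate 5), nor with median centring, no normalization, a dye term, an offset of 50, SHAM 1 counted as LOAD or LOAD 2 exchanged, or without both arrays numbered 4 (adjusted p from 0.207 to 0.856). With LOAD 2 exchanged and a dye term the muscle list did not pass (median -0.06, adjusted p = 0.276). The ribosomal and cartilage lists did not pass in that setting either. Over the alternatives their adjusted p in camera reached 0.758 and 0.856, and the weakest ribosomal median was -0.0044.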

Four genes showed an up-regulation ranging from 1.4-fold to 1.8-fold and five genes were down-regulated (table 3).

**Table 3:** DIFFERENTIALLY EXPRESSED GENES 6 HOURS AFTER MECHANICAL LOADING.

Accession nr	Gene name	M	A	FDR (%)	B	Biological connection
AF260922	matrix extracellular phosphoglycoprotein (MEPE) osteoregulin; osteoblast/osteocyte factor 45 (OF45)	0.87	11.60	5.4	2.35	skeletal development; regulation of bone remodeling; negative regulation of bone mineralization;
NM_020083	GTPase activating RANGAP domain-like 1 (garnl1); tuberin-like protein 1 (tulip 1); GAP-related interacting protein to E12 (GRIPE)[47]	0.51	11.61	5.4	1.92	regulation of transcription
NM_012530	creatine kinase (muscle form) (CKM)	-1.39	9.24	6.5	1.44	phosphocreatine biosynthesis and metabolism
U05675	fibrinogen B beta chain	-1.18	10.18	7.4	1.08	blood coagulation; wound healing; regulation of blood pressure; positive regulation of cell proliferation
AF053990	tissue-type vomeronasal neurons putative pheromone receptor V2R2B	0.68	7.84	9.4	0.56	related to Ca^2+^-sensing receptor and metabotropic glutamate receptors
D00688	monoamine oxidase A	-2.00	8.75	9.4	0.50	behavior; catecholamine catabolism and metabolism; dopamine catabolism; electron transport; neurotransmitter catabolism
J00793	troponin-C	-1.96	7.64	9.4	0.42	Ca^2+^-binding-subunit of the troponin complex
AF091565	QFG-TN1 olfactory receptor	0.55	7.64	14.5	-0.06	G-protein coupled receptor protein signaling pathway; perception of smell, sensory transduction of chemical stimulus
M75148	kinesin light chain C	-1.06	7.88	16.0	-0.25	–

Nine genes were found to exhibit a significant differential gene expression (FDR < 20%) in loaded tibia compared to contra lateral control tibia measured with microarray analysis. This table shows their gene IDs, gene names and their biological connection (PubMed nucleotide; Rat Genome Database).

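The 4 raised genes of Table 3 were higher in the loaded tibia of each of the 5 rats, whereas the 5 lower genes differed more between rats, with SDs of 0.90 to 1.66 against 0.21 to 0.52. Mepe (AF260922), a glycoprotein of osteocytes that regulates mineralization, had a log2 ratio of 0.86 ± 0.52 (SD, n = 5), a 1.82-fold higher level, and Ralgapa1 (NM_020083, garnl1 in Table 3), a subunit of a GTPase activating complex, had 0.50 ± 0.21 (SD, n = 5), a 1.42-fold higher level. The pheromone receptor V2R2B (AF053990) had 0.67 ± 0.37 and the olfactory receptor QFG-TN1 (AF091565) had 0.54 ± 0.42 (SD, n = 5). All 4 were higher on 5 of 5 arrays. Ckm (NM_012530) had a log2 ratio of -1.38 ± 1.15 and Fgb (U05675) of -1.19 ± 0.92 (SD, n = 5), both lower on 5 of 5 arrays. Maoa (D00688) had -1.98 ± 1.61, troponin-C (J00793) had -1.98 ± 1.66 and Klc-C (M75148) had -1.06 ± 0.90 (SD, n = 5), each lower on 4 of 5 arrays.
The 5 lower genes followed the muscle transcript Myl11 across the 10 arrays, those that encode no muscle protein included. Pearson's r with Myl11 was 0.99 for Fgb, 0.98 for troponin-C, 0.98 for Maoa, 0.97 for Klc-C and 0.96 for Ckm (Spearman's rho 0.88 to 0.99; permutation p at most 0.00172 for each, and at most 0.0031 after adjustment over the 9 genes). Without LOAD 3 and LOAD 4, the arrays farthest from the median of Myl11, r lay between 0.92 and 0.99. For Mepe r was -0.45 (rho -0.35; permutation p = 0.188, adjusted 0.242), and -0.17 without those arrays. A scan batch held 2 or 4 arrays, too few for a correlation within it.
Over all 4707 genes the adjusted p of each of the 9 was 1.00 in limma, with a standard error of 0.22 for Mepe and 0.39 for Ckm. The signal probability was at least 0.5 in 9 of 20 channels for troponin-C, 16 for QFG-TN1, 17 for V2R2B and 18 for Klc-C, and in 20 of 20 for the other 5.

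**Figure D1:**
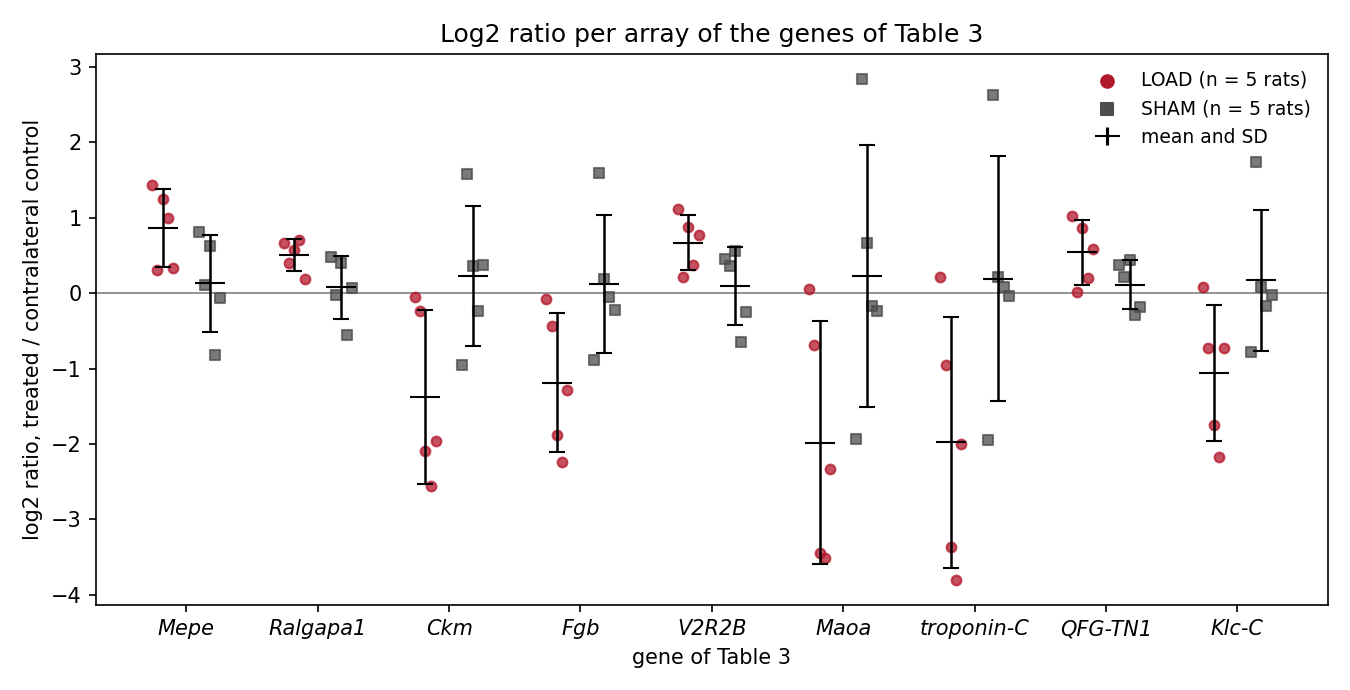
Normalized log2 ratio of treated to control tibia (vertical axis) of the 9 genes of Table 3 (horizontal axis) on each array, circles for LOAD and squares for SHAM (n = 5 each), with mean and SD. The LOAD points of the 4 raised genes all lie above 0, and those of Maoa and troponin-C have SDs of 1.61 and 1.66.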

M ^2^,log (LOAD/control); A positive value of M represents an up-regulation and a negative value of M represents a down-regulation in the loaded tibia compared to the non-loaded contra lateral control tibia; A, average log intensity (^2^log ((LOAD)*(control))^0 5^ ; FDR, false discovery rate; B, posterior odds; B, natural log (chance that a gene is differentially expressed)/(chance that a gene is not differentially expressed);

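Differences between sham-loaded tibiae and their contralateral controls were small for the named genes that ranked highest. Gcg, the precursor of glucagon, had a log2 ratio of 0.23 ± 0.09 (SD, n = 5), Pde4b, which degrades cAMP, had 0.20 ± 0.14 and the chloride transporter Clcn5 had 0.23 ± 0.23 (SD, n = 5), each higher on 5 of 5 arrays. Drd5, a dopamine receptor, had 0.23 ± 0.19 (SD, n = 5) and was higher on 4 of 5 arrays. Ifit1, induced by interferon, had -0.29 ± 0.09 (SD, n = 4) and was lower on 4 of 4 arrays, and Prl4a1, a prolactin family member of the placenta, had -0.25 ± 0.17 (SD, n = 5) and was lower on 5 of 5. The muscle genes were divided, with 12 higher and 8 lower and a median of 0.02 (limma camera, adjusted p = 0.842), as were the osteoblast and bone matrix genes, with 9 higher and 6 lower.
None of 4707 genes reached a false discovery rate of 20% in limma (lowest adjusted p = 1.00). At an unadjusted p under 0.05 there were 32 genes, 25 higher and 7 lower, where chance gives 235. None of the 22 gene lists passed 20% either, whereas without SHAM replicate 4 the SIBLING, osteocyte, osteoblast and bone matrix lists and that of other genes the paper names were higher, 4 lists in all, and without SHAM replicate 5 the cartilage list was higher.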

 Comparison of the SHAM tibia and its contra lateral control tibia did not result in significant differentially expressed genes (data not shown). Furthermore, the nine genes that were differentially expressed between the LOAD and control comparison were not present in the 189 highest ranked genes of the SHAM versus control comparison. This ranking was based on the posterior odds. 

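Ranked by posterior odds in SHAM, the 9 genes lay far from the top of the 4707 genes. QFG-TN1 ranked highest at 1337, followed by Mepe at 1857, Ckm at 1914, Ralgapa1 at 1992 and V2R2B at 2099, and troponin-C ranked lowest of the 9 at 3081. In LOAD their ranks ran from 2 for Mepe to 29 for Klc-C. The log2 ratio in SHAM was 0.13 ± 0.64 for Mepe, 0.22 ± 0.93 for Ckm, 0.19 ± 1.62 for troponin-C and 0.23 ± 1.74 for Maoa (SD, n = 5), so that the muscle transcripts varied between rats of this group as well. Without SHAM replicate 2, Ckm had -0.11, troponin-C -0.42 and Maoa -0.42, and without SHAM replicate 1 they had 0.52, 0.72 and 0.77. Mepe had 0.37 without SHAM replicate 4, -0.04 without SHAM replicate 1 and 0.0081 without SHAM replicate 3. Ralgapa1 had 0.07 ± 0.41 (SD, n = 5), and without SHAM replicate 4 it had 0.23 and ranked at 44, within the 189 highest; without SHAM replicate 1 the highest of the 9 was Ckm at 418. By RT-PCR in LOAD, the paper reports higher Mepe and a tendency to lower Ckm and troponin-C, with no significant difference in SHAM. From this it reasons that the changes of Mepe, Ckm and troponin-C appear to be due to bending. Its direct RT-PCR comparison of LOAD with SHAM differed for Mepe with primer set II, and not for Ckm or troponin-C.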

### Validation of differentially expressed genes with real-time RT-PCR

Real-time RT-PCR analysis confirmed the significant up-regulation of *MEPE* (P < 0.05) and the tendency to down-regulation of *creatine kinase* (*muscle form*) and *troponin-C* (0.05 < P < 0.10) in the LOAD tibia compared to its contra lateral control tibia (n=8) using the two different primer sets per gene (Figure 1; table 4). No significant differences of *MEPE*, *creatine-kinase* (*muscle form*) and *troponin-C* were found in the SHAM tibia compared to its contra lateral control tibia (n=10)(table 4). The other genes did not show significant differences in gene-expression between the LOAD tibia and its contra lateral control tibia (n=8) or SHAM tibia and its contra lateral control tibia (n=10)(table 4). *Fibrinogen B beta chain* was undetectable in the tibia irrespective of their treatment (LOAD, SHAM, control) as measured with both primer sets.

**Figure 1:**
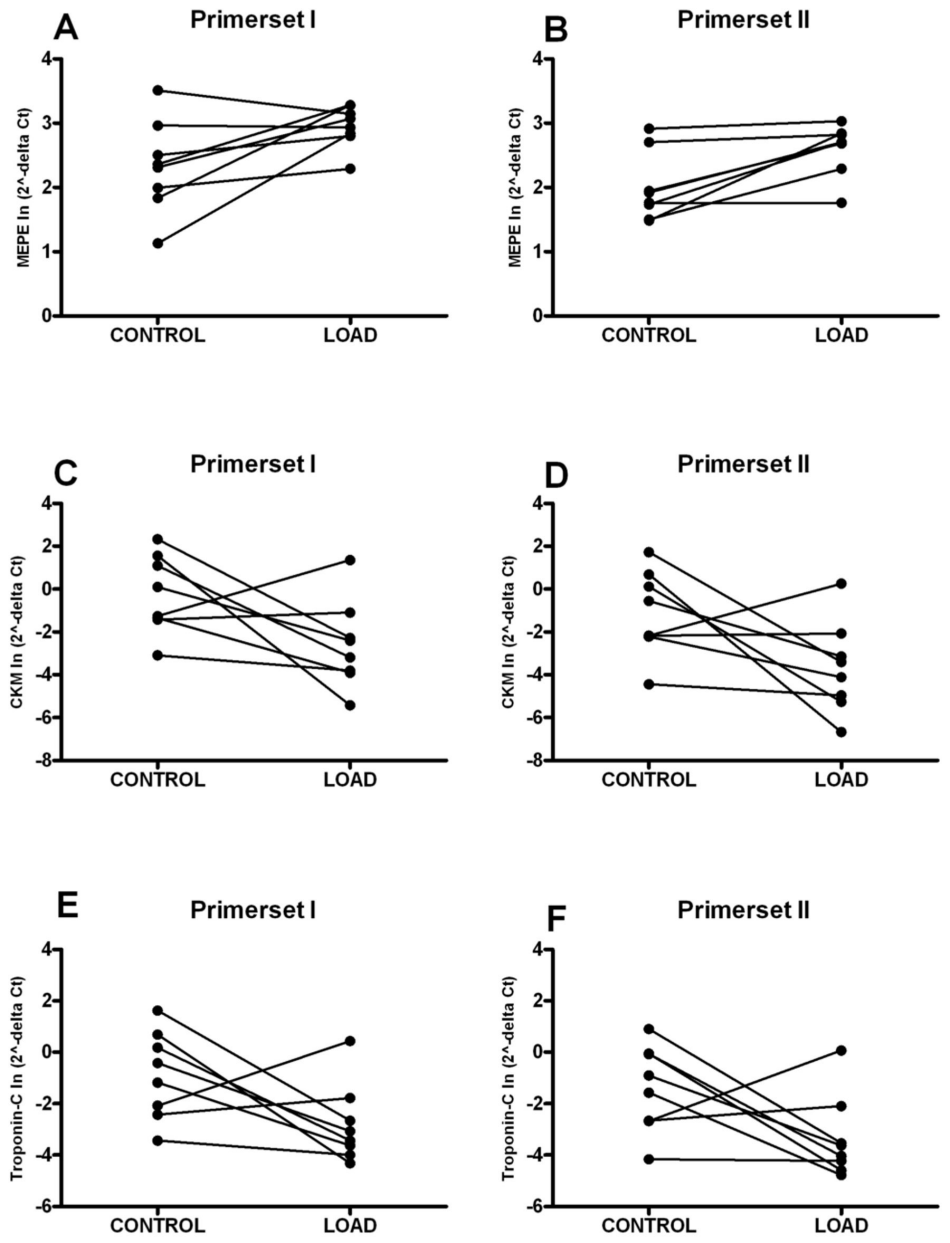
Real-time RT-PCR results of MEPE (A‑B), creatinine kinase (muscle form) (C‑D) and troponin‑C (E‑F) mRNA expression in the loaded tibiae and their contralateral controls represented per rat. Different markers represent different rats. Lines connect the right and left tibia of the same rat. For each gene, two primers were used, primer set I, which contained a sequence of the oligonucleotide as spotted on the microarray (A, C, E) and primer set II, which contained a fragment of the gene that was not present on the microarray (B, D, F). ^a^ P < 0.05; ^b^ 0.05 <P < 0.10;.

**Table 4:** VALIDATION OF DIFFERENTIALLY EXPRESSED GENES WITH REAL-TIME RT-PCR.

		2^-δCt^(MEAN ± SD)			2^-δCt^(MEAN ± SD)			2^-δδCt^(MEAN ± SD)		
Gene name		control LOAD (n=8)	LOAD (n=8)	P-value	control SHAM (n=10)	SHAM (n=10)	P-value	SHAM (n=10)	LOAD (n=8)	P-value
MEPE	I	12.77 ± 9.65	20.02 ± 5.67	0.041^a^	16.71 ± 7.87	17.09 ± 8.27	0.909	1.15 ± 0.64	2.36 ± 1.71	0.054^b^
	II	8.43 ± 5.24	14.33 ± 4.59	0.009^a^	11.39 ± 5.90	12.13 ± 4.02	0.455	1.20 ± 0.53	2.03 ± 0.98	0.031^a^
Garnl1/Tulip 1	I	0.659 ± 0.239	0.630 ± 0.124	0.971	0.738 ± 0.259	0.787 ± 0.314	0.836	1.14 ± 0.45	1.09 ± 0.53	0.862
	II	0.060 ± 0.024	0.050 ± 0.016	0.346	0.071 ± 0.031	0.062 ± 0.033	0.431	0.97 ± 0.40	0.91 ± 0.31	0.814
Creatine kinase (muscle form)	I	2.488 ± 3.569	0.566 ± 1.355	0.067^b^	2.519 ± 4.069	1.490 ± 2.154	0.522	10.95 ± 21.38	2.00 ± 4.84	0.289
	II	1.213 ± 1.922	0.190 ± 0.446	0.062^b^	0.947 ± 1.516	0.698 ± 1.361	0.452	15.36 ± 34.94	1.65 ± 3.92	0.319
V2R2B	I	0.010 ± 0.005	0.008 ± 0.002	0.717	0.010 ± 0.004	0.010 ± 0.004	0.783	1.24 ± 0.58	1.11 ± 0.77	0.474
	II	0.019 ± 0.009	0.017 ± 0.005	0.941	0.021 ± 0.006	0.021 ± 0.006	0.892	1.03 ± 0.28	0.96 ± 0.36	0.592
Monoamine oxidase A	I	0.093 ± 0.034	0.101 ± 0.034	0.538	0.132 ± 0.040	0.127 ± 0.050	0.638	1.04 ± 0.55	1.20 ± 0.57	0.449
	II	0.144 ± 0.046	0.139 ± 0.024	0.934	0.181 ± 0.053	0.184 ± 0.076	0.778	1.03 ± 0.33	1.03 ± 0.33	0.867
Troponin-c	I	1.182 ± 1.700	0.241 ± 0.532	0.074^b^	1.105 ± 1.516	0.660 ± 1.091	0.376	6.07 ± 12.14	1.89 ± 4.30	0.398
	II	0.640 ± 0.827	0.163 ± 0.369	0.080^b^	1.353 ± 2.260	0.518 ± 0.823	0.387	9.56 ± 22.36	2.31 ± 5.42	0.481
QFG olfactory receptor	I	0.005 ± 0.003	0.005 ± 0.002	0.882	0.013 ± 0.007	0.012 ± 0.005	0.871	1.15 ± 0.72	1.12 ± 0.48	0.828
	II	0.014 ± 0.010	0.012 ± 0.006	0.586	0.043 ± 0.035	0.041 ± 0.036	0.905	1.16 ± 0.82	1.02 ± 0.55	0.759
Kinesin light chain	I	0.506 ± 0.213	0.543 ± 0.169	0.608	0.554 ± 0.147	0.563 ± 0.121	0.838	1.11 ± 0.45	1.23 ± 0.62	0.753
	II	0.595 ± 0.196	0.603 ± 0.173	0.895	0.628 ± 0.134	0.648 ± 0.155	0.732	1.06 ± 0.24	1.10 ± 0.49	0.963

I, primer set I: contained sequence of the oligonucleotide as spotted on the microarray; II, primer set II: contained a fragment of the gene which was not present on the array; δCt = Ct _GENE OF INTEREST_ – Ct _HOUSE KEEPING GENE (PGBD)_; δδCt = δCt _TREATED_ – δCt _control_;

^a^ P < 0.05; ^b^ 0.05 < P < 0.1;

 Comparison between the LOAD (n=8) and the SHAM group (n=10) showed a significant up-regulation of *MEPE* with primer set II of the 2^-δδCt^ value in the LOAD group (independent samples t-test: P < 0.05)(table 4). No differences in expression between the LOAD (n=8) and the SHAM (n=10) group were shown in the other genes (table 4).

### Single channel analysis

When comparing the contra lateral control tibia of the LOAD group with the contra lateral control tibia of the SHAM group, a false discovery rate < 20% yielded 3 significant down-regulated genes: *p21* (*c-Ki-ras*), *phosphate regulating neutral endopeptidase on the X chromosome* (*X-linked hypophosphatemia XLH*)(*PHEX*) and *amino acid transporter system A* (*ATA2*).

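Phex had a lower mean level in the contralateral control tibiae of the LOAD group than in those of the SHAM group, and did not pass the test. Phex (NM_013004), a membrane endopeptidase of osteocytes and osteoblasts that limits phosphate loss, had a normalized log2 intensity of 8.85 ± 0.19 in the controls of LOAD and 9.68 ± 0.25 in the controls of SHAM (SD, n = 5). The difference was -0.83 (standard error 0.23, adjusted p = 0.602 in limma), and no control of LOAD reached the level of any control of SHAM (exact permutation test, 2-sided, p = 0.00794); the paper chose Phex on these arrays, so this p is not independent evidence. Among the named genes with the lowest p, the leptin receptor Lepr differed by -1.29 (standard error 0.31, adjusted p = 0.430), the endothelial adhesion molecule Vcam1 by -0.80 (standard error 0.21, adjusted p = 0.596), the G protein subunit Gnai1 by -0.86 (standard error 0.24) and the survival factor Bcl2 by -0.68 (standard error 0.19). Higher in the controls of LOAD were Fxyd2, a subunit of the sodium pump, by 1.78 (standard error 0.50) and the endosomal protein Rabep1 by 1.00 (standard error 0.30). Accession U09793, without a gene name here, differed by -1.04 (standard error 0.24) and ranked at 2.
The single channel analysis in limma covered the 4472 genes with a value on every array. At a false discovery rate of 20% it gave 0 genes, and at 50% it gave 5 genes, all lower in the controls of LOAD: Lepr, U09793 and 3 others without a name here. At an unadjusted p under 0.05 there were 234 genes, 90 higher and 144 lower, where chance gives 224. Without LOAD replicate 3, 8 genes passed 20%, among them Lepr and U09793 (lower) and Fxyd2 (higher), and Phex was not among them. The accessions of p21 (c-Ki-ras) and ATA2 could not be matched to a name, so they may be among the accessions without one, such as U09793 or AF249673, which differed by -0.58 (standard error 0.15) and ranked at 6.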

### Immunohistochemistry for MEPE

Protein expression of MEPE was seen primarily in the osteocytes of the cortex and the trabeculae and not in the osteoblasts on the endocortical bone surface or in the growth plate (Figure 2d). In the CONTROL group there was no significant difference in the percentage MEPE positive area between the right and left tibia (1.02 ± 0.31 vs 0.99 ± 0.12; Figure 2b). In the LOAD group the percentage MEPE positive area was higher in the tibia that had received mechanical loading compared to its contralateral left tibia as is shown in Figure 2a, the difference between the loaded tibia and the control tibia being borderline significant (1.48 ± 0.59 vs 0.92 ± 0.33; p = 0.06) After repeated mechanical loading of the right tibia for two weeks no difference in percentage MEPE positive area between the loaded tibia and the control tibia was observed (0.62 ± 0.36 vs 0.62 ± 0.33; Figure 2c). 

**Figure 2:**
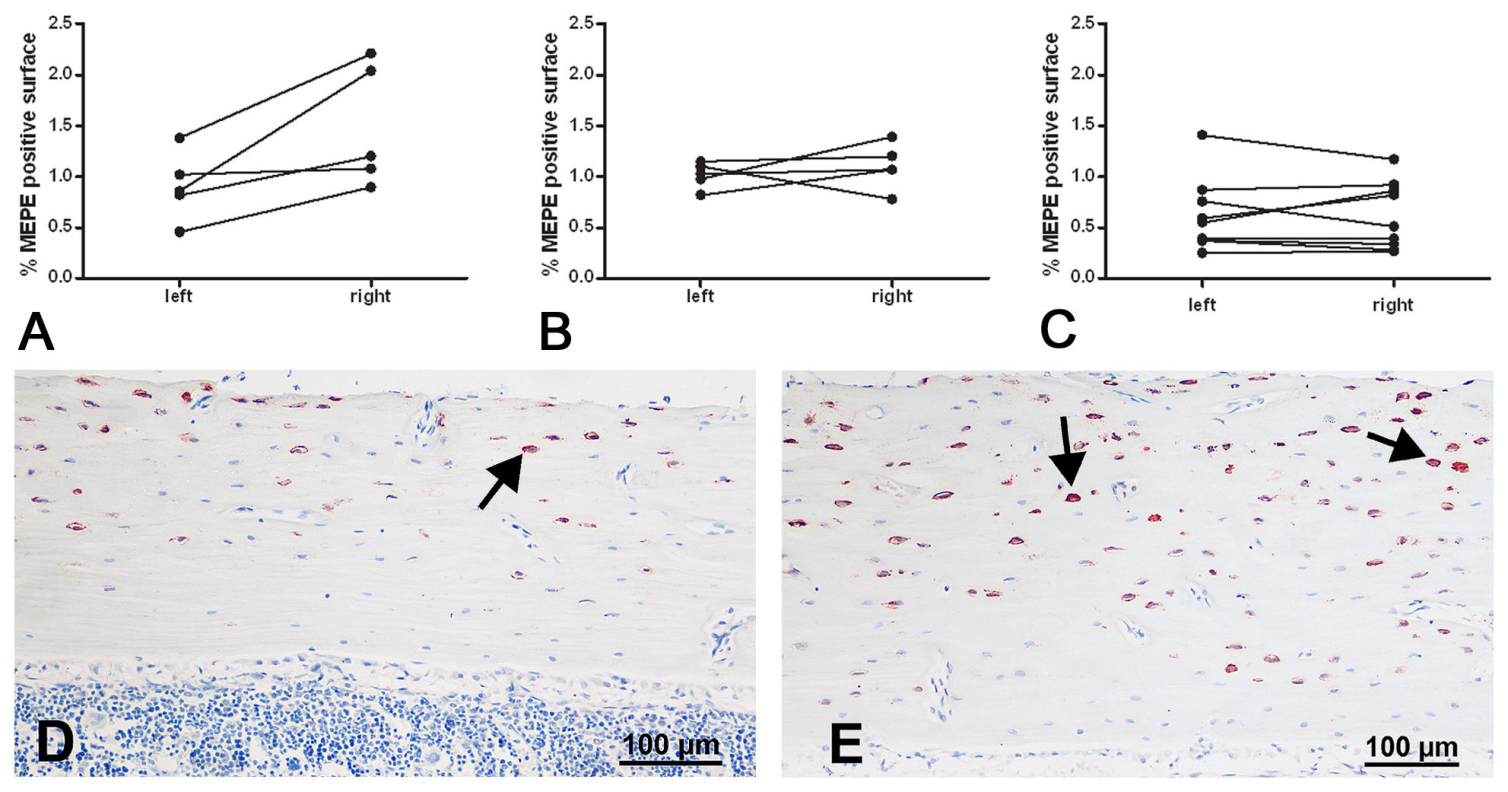
Immunohistochemistry for MEPE on sections from experiment B and C. Figures show the percentage MEPE positive area in the right and left tibiae of the individual rats after mechanical loading of only the right tibia. (A) LOAD group, (B) CONTROL group, (C) REPEATED LOAD group (D) representative MEPE staining of a left control tibia and (E) representative MEPE staining of the loaded right tibia of the same rat; arrows indicate positively stained osteocytes. bar represents 100 µm.

## Discussion

This study examined the effect of mechanical loading on the expression of multiple genes *in vivo* in rats using microarray technology. This *in vivo* study showed differential gene expression in non-pooled and non-amplificated samples of rat tibia RNA six hours after a single mechanical loading session using the 4-point-bending system. Hybridization of loaded or sham-loaded tibia versus the contra lateral control tibia of the same rat was performed. Compared to its contralateral control group, the LOAD group showed a significant up-regulation of the following genes: *MEPE*, *Garnl1*, *putative pheromone receptor V2R2B* and *isolate QFG-TN1 olfactory receptor*. Furthermore, five genes were significantly down-regulated i.e., *creatine kinase* (*muscle form*), *fibrinogen B beta polypeptide*, *monoamine oxidase A*, *troponin-C and kinesin light chain C*.

Validation with real-time RT-PCR analysis confirmed the up-regulation of *MEPE* and the down-regulation of *creatine kinase* (*muscle form*) and *troponin‑C* in the LOAD tibia compared to the contralateral control tibia six hours after a single mechanical stimulation. Because the microarrays exhibited a crossreactivity of 10%, two pairs of primers for the validation analysis were used. Both primer sets showed a similar pattern. We therefore conclude that at least three of the differentially expressed genes, *MEPE*, *creatine kinase* (*muscle form*) and *troponin-C* of the microarray analysis were specific. 

MEPE protein, as measured with immunohistochemistry, increased six hours after loading, the increase being borderline significant. This suggests that the increase in MEPE mRNA is quickly translated into protein, but it is possible that the peak in protein expression occurs at a later time point. To our surprise the level of MEPE protein in the loaded tibia was not changed after repeated loading of the tibia for two weeks, compared to the control tibia. As we did not isolate RNA from the REPEATED LOAD experiment we do not know if MEPE gene expression follows the same pattern. It is possible that the diminishing response of MEPE to mechanical loading is the result of a feedback mechanism. 

MEPE is a member of the Small Integrin Binding Ligand N-linked Glycoprotein (SIBLING) family of proteins (i.e. bone sialoprotein, osteopontin, dentin sialophosphoprotein, and dentin matrix protein)[31,32]. Members of the SIBLING family share features like the RGD motif (arginine-glycine-asparagine) and the ASARM motif (Acidic-Serine-Aspartate-Rich-MEPE)[33,34]. In rodents, MEPE mRNA and protein are expressed by osteoblasts and osteocytes [35], and in human bone by osteocytes within mineralized bone [6] and by bone-marrow cells [33]. MEPE plays a role in the regulation of bone mineralization, dentin mineralization, skeletal development, regulation of bone remodeling, renal phosphate handling and vitamin D metabolism [31,33,35]. The importance of MEPE during the bone formation after mechanical stimulation has been described earlier [27-30]. Mechanical loading induces MEPE mRNA expression in the osteocytes in a unique time-course and spatial pattern in mice [28-30]. Our results confirm these studies and show that both MEPE mRNA and protein are both increased six hours after mechanical loading. Nagel and colleagues reported that MEPE requires inducible COX‑2 to exert potent anabolic effects on normal human bone marrow osteoblast precursors [37]. It is conceivable that up-regulation of COX‑2, which is an early response to mechanical loading [8,38-41], is followed by an increased MEPE mRNA expression six hours after loading *in vivo*. Although this micro-array study did not find sclerostin to be increased after loading this has been demonstrated in literature [14,15,30]. In addition it is suggested that sclerostin is locally regulating mineralization through a MEPE-Asarm dependent mechanism [42].

The role of MEPE in bone has not yet been elucidated. MEPE-derived ASARM peptide has been shown to directly inhibit mineralization of bone tissue and also appears to inhibit sodium-dependant phosphate uptake in the kidney, thereby reducing serum phosphate concentration. On the other hand Hayashibara reported that a synthetic fragment of human MEPE (AC‑100) can stimulate new bone formation *in vivo* [36]. Overexpression of MEPE in transgenic mice resulted in decreased BMD and bone remodeling while MEPE knockout mice showed increased trabecular bone mass and increased osteoblast activity[43,44]. Whether increased MEPE acts to locally limit mineralization to prepare for increased bone formation or whether it stimulates bone formation itself needs to be further investigated. In bone tissue the actions of MEPE appear to be regulated by the presence of phosphate regulating neutral endopeptidase on the X chromosome (PHEX). This protein can bind MEPE and inhibits thereby the formation of the ASARM peptide. Interestingly, PHEX is one of the three genes that were significantly down regulated when differences between the contra lateral control tibia of the LOAD group and the contra lateral control tibia of the SHAM group were investigated in the single channel analysis. This suggests the possibility that loading of one tibia leads to simultaneous changes in the contra lateral tibia. 

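The lower mean level of Phex in the LOAD rats was seen in their loaded tibiae as well as in their controls, which shared the same arrays. Its normalized log2 intensity was 8.98 ± 0.33 in the loaded and 9.69 ± 0.32 in the sham-loaded tibiae (SD, n = 5), a difference that was not tested. Within a rat, the log2 ratio of Phex was 0.13 ± 0.38 in LOAD and 0.01 ± 0.31 in SHAM (SD, n = 5). Without LOAD replicate 5 the ratio in LOAD was 0.29, and without LOAD replicate 4 it was 0.05. Mepe, which Phex binds, had a log2 intensity of 11.18 ± 1.04 in the controls of LOAD and 11.57 ± 0.61 in the controls of SHAM. The comparison between groups is between rats on different arrays. With small ratios within a rat, the level in the treated tibiae follows that in the controls and is not a separate observation. Lepr had the same pattern, with 7.42 in the loaded and 8.38 in the sham-loaded tibiae, and 7.26 and 8.55 in their controls. Whether such differences lie in the rats or in the arrays was not tested. From the lower Phex in the controls of LOAD, the paper proposes, as a possibility, that changes in the contralateral tibia accompany the loading of a tibia.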

Both, the microarray study and the validation with real-time RT-PCR showed that creatine kinase (muscle form) and troponin‑C were negatively regulated by mechanical stimulation. Creatine kinase (muscle form) is expressed in adult skeletal and cardiac muscle of mice [45]. It is involved in phosphocreatine biosynthesis and metabolism (Rat Genome Database). Calbindins or vitamin D dependent calcium binding proteins are members of the troponin‑C (the calcium-binding subunit of the troponin complex) superfamily [46]. Vitamin D deficiency will result in a decreased troponin‑C concentration in rabbits [47]. 

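Of the groups of tibiae, the contralateral controls of LOAD had the highest mean levels and the widest spread of Ckm, troponin-C and Myl11. Ckm had a normalized log2 intensity of 8.72 ± 0.33 in the loaded tibiae, 10.10 ± 1.23 in their contralateral controls, 9.20 ± 0.76 in the sham-loaded tibiae and 8.97 ± 0.52 in the controls of SHAM (SD, n = 5 each). Troponin-C had 6.94 ± 0.32, 8.92 ± 1.82, 7.38 ± 1.55 and 7.19 ± 0.93 in the same order, and Myl11, a myosin light chain, had 7.11 ± 0.30, 8.78 ± 1.95, 7.60 ± 1.40 and 7.41 ± 0.93. For the mean of Ckm and troponin-C, loaded and sham-loaded tibiae differed by -0.46 (exact permutation test, 2-sided, p = 0.571), and the controls of LOAD and of SHAM by 1.43 (p = 0.0873 by the same exact test), so that neither difference passed 0.05.
For the mean of Ckm, troponin-C, Fgb, Maoa and Klc-C, 15 of the 20 tibiae lay between 7.92 and 8.64 and 5 tibiae at 9.51 or above. These 5 were the controls of LOAD 4 (11.20), LOAD 3 (10.80) and LOAD 5 (9.99), the sham-loaded tibia of SHAM 2 (10.56) and the control of SHAM 1 (9.51). In each of these 5 rats the other tibia lay in the lower range. Among other muscle genes, the fast troponin I gene Tnni2 had 10.20 ± 0.21 in the loaded tibiae and 10.63 ± 0.39 in their controls, and the carbonic anhydrase Car3 had 10.92 ± 0.63 and 10.98 ± 0.65 (SD, n = 5).
The log2 ratio of the pair Ckm and troponin-C was lower in LOAD than in SHAM in each of the 4 scan batches, by values of -0.58, -3.02, -3.11 and -2.15. In the first batch this rests on SHAM 2, which had 2.10, since SHAM 1 had -1.45 and lay below LOAD 1 (0.08) and LOAD 2 (-0.59). Signal probabilities of troponin-C and Myl11 reached 0.5 in 9 and 12 of 20 channels, so that their lowest levels lie near the limit of detection.

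**Figure D2:**
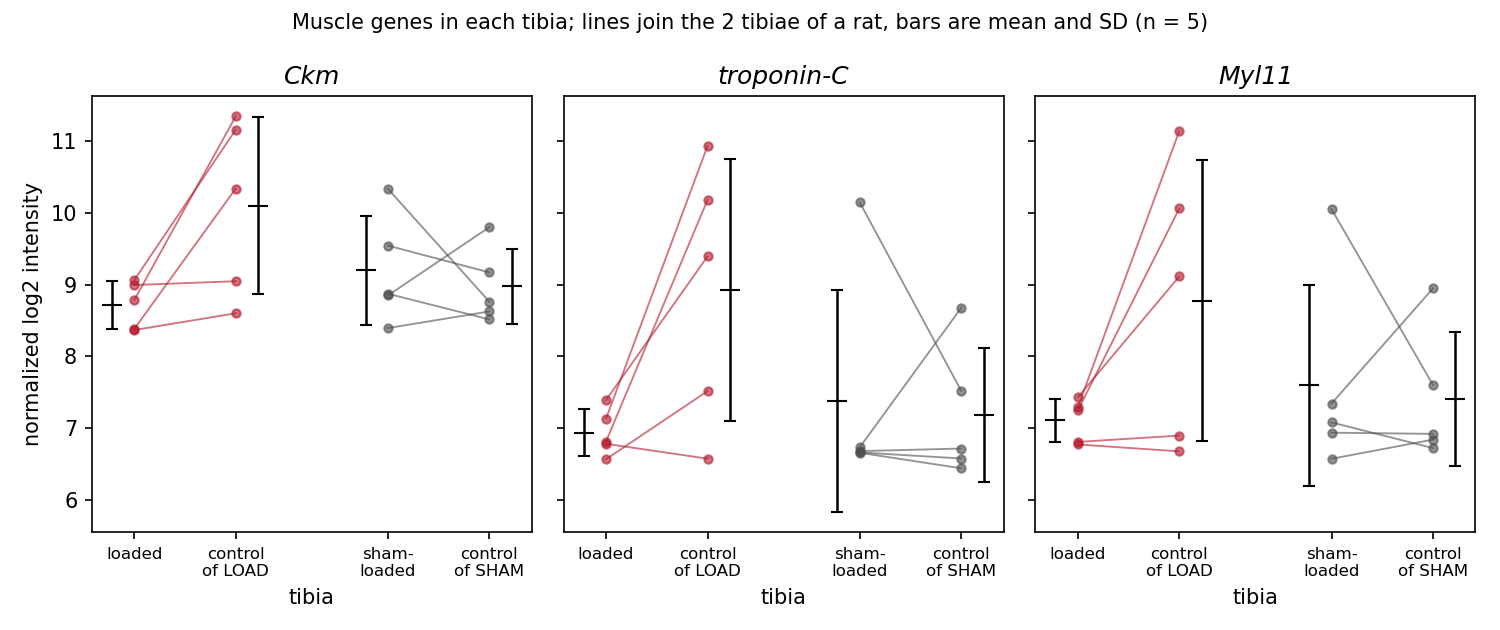
Normalized log2 intensity (vertical axis) of Ckm, troponin-C and Myl11 in each tibia, grouped as loaded, control of LOAD, sham-loaded and control of SHAM (horizontal axis; n = 5 each), with lines joining the tibiae of a rat. The loaded tibiae lie close together (SD 0.33, 0.32 and 0.30), and the controls of LOAD are spread (SD 1.23, 1.82 and 1.95).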

Our study showed that creatine kinase (muscle form) and troponin‑C are associated with the regulation of bone formation six hours after mechanical stimulation. This opens new insight into the process of bone formation after mechanical stimulation, especially for creatine kinase (muscle form) and troponin‑C.

This study showed a low number of significant differentially expressed genes at a false discovery rate of 20%. However, in microarray studies many differentially expressed genes are commonly missed when their discovery rates are slightly above the threshold [48] Our statistical analysis shows that 22 genes are differentially expressed at a false discovery rate of 50%, out of the 2375 genes that could be included in the analysis. This means that about 11 of these genes are differentially expressed and about 11 are false positives. This suggests that the number of genes that change in expression is appreciable larger than the number of genes that were discovered at a false discovery rate of 20% and confirmed by PCR. 

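Beyond the genes of Table 3, the named genes with the lowest p in LOAD included the muscle genes Capn3, Pgam2 and Myl11, which were lower. Svs4, a seminal vesicle protein, had a log2 ratio of -0.92 ± 0.71 and Tac1, the precursor of substance P, had -0.23 ± 0.21 (SD, n = 5), both lower on 5 of 5 arrays; without LOAD replicate 3, Tac1 had -0.15. The nuclear receptor Nr2c2 had 0.47 ± 0.45 and the inflammatory cytokine Il18 had 0.40 ± 0.50 (SD, n = 5), both higher on 4 of 5 arrays; Nr2c2 had 0.29 without LOAD replicate 4, and Il18 had 0.24 without LOAD replicate 3. Svs4 followed Myl11 across the arrays (r = 0.96 over 10 arrays, found in a search over all genes). At a false discovery rate of 50%, limma gave 0 genes in LOAD. Without normalization 10 genes were lower at 50%.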

Other relevant genes besides the 2375 are not included in the analysis because they are not on the microarray or did not meet filter criteria, it is likely that many genes are involved in the response to loading of the bone. This is in agreement with the notion that many biological factors are involved in the process of bone formation (see Introduction).

Unless gene expression changes are very large, differentially expressed genes are often difficult to detect with microarrays. This is among others caused by biological variability commonly encountered in gene expression, the noise in microarray measurements which necessitates extensive filtering of the spots to maintain quality and the need to control statistically for multiple testing of the many thousands of probes. Our experimental set up is unique since we have an intra-animal control instead of a reference RNA control pool. In this model the treated right tibia is compared to the contra lateral control tibia which resulted in less noise. On the other hand the selection criteria of the spots were very severe. Of the 4803 genes, 2375 genes were left after selection. Some mechanosensitive candidate genes, as mentioned in the introduction, were lost due to filtering criteria. However the IGF-I spot was present after selection. 

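All 15 genes of the early response and mechanosensing list that have a name here passed the filter, and in LOAD Egr1 was past 20% when adjusted over the list alone and the others were not. Slc1a3, the glutamate transporter GLAST that the introduction names, had -0.02 ± 0.06, and Nos2, the inducible nitric oxide synthase, had -0.07 ± 0.34 (SD, n = 5). Ptgs2 (COX-2) had -0.22 ± 0.27 (SD, n = 5; -0.14 without LOAD replicate 3) and was lower on 4 of 5 arrays, and the integrin subunit Itgb1 had 0.17 ± 0.30 (SD, n = 5) and was higher on 4 of 5, with 0.58 on LOAD 2 and -0.25 to 0.28 on the other arrays. Atf3, an early stress response factor, had -0.02 ± 0.16 (SD, n = 5), and Nr4a2, an early nuclear receptor, had 0.20 ± 0.27 (SD, n = 4). Igfbp2, which binds IGFs, had 0.05 ± 0.22 (SD, n = 5). Values moved with single arrays: Nr4a2 had 0.09 without LOAD replicate 3 and 0.31 without LOAD replicate 1, Nos2 had -0.20 without LOAD replicate 4 and 0.01 without LOAD replicate 5, and Igfbp2 had 0.13 without LOAD replicate 4, -0.0029 without LOAD replicate 3 and 0.0018 without LOAD replicate 5. Atf3 ranged from -0.06 to 0.04 and Slc1a3 from -0.04 to -0.0007 with a LOAD array left out. The adjusted p of each was 1.00 in limma. IGF-I, c-fos, TGF-β, Akt, β-catenin and sclerostin could not be told among the accessions without a name, so their presence after filtering was not determined.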

Apparently, it is not possible with the microarray analysis to detect the 2-fold increase of IGF I as shown with in situ hybridization [18]. This 2-fold increase was restricted to a specific location in the tibia, i.e. in the osteocytes at the endosteal side of the shaft, whereas with the microarray analysis the RNA of a larger part of the shaft is used and therefore a local difference may not be detected. Xing and colleagues [49] also described the effects of 4-point-bending using the microarray technique. They used the mouse as animal model, which has the advantage of exploring 20,280 transcripts at once; however, a disadvantage of their model system is the low amount of RNA per tibia and data of single tibia were therefore not available. The experimental setup of their study was different from our study. They analyzed gene expression 24 hours after 4 days of multiple loading sessions, whereas we studied the osteogenic response six hours after a single loading session. So, the genes in their study may include genes up- or down-regulated between 24 hours and 5 days after loading, i.e. a complex cascade of genes, whereas in our study direct is restricted to the effects 6 hours after one single mechanical loading session were analyzed. Only one gene, (mono) amine oxidase A, was differentially expressed in both studies.

Since the loading consisted of bending and squeezing and the sham-loading consisted of squeezing, comparing the results of loaded tibia with the sham-loaded tibia will reveal the pure effect of bending. The real-time RT-PCR analysis showed a significant up-regulation of *MEPE* and down-regulation of *creatine kinase* (*muscle form*) and *troponin‑C* in the LOAD tibia compared to the contra lateral control tibia and did not show a significant change of expression between the SHAM tibia and the contra lateral control tibia. Thus, the increase of *MEPE* expression and decrease of *creatine kinase* (*muscle form*) and *troponin‑C* expression appears to be due to bending.

A limitation of our study is the fact that MEPE protein detection by IHC was not investigated after SHAM loading. Since comparison of the SHAM tibia and the contralateral control did not reveal any differentially expressed genes, we decided to exclude this group in the IHC experiments. Staining of capillary blood vessels was also excluded from our measurements, because osteocytes are thought to be responsible for relaying the mechanical loading signal. To detect differences in the level of MEPE protein production by osteocytes we measured MEPE positive stained bone area instead of MEPE positive osteocytes, since this is a more accurate method. 

We used the 4-point bending system which results in lamellar bone formation at the endosteal side of the shaft. Validation of the 4-point-bending system at our laboratory showed bone formation at the endosteal surface of the rat tibia 15 days after a single loading session [18] An advantage is the non-invasive application of a mechanical load to the tibia. The magnitude of the force, frequency, duration and total cycles of loading can be adjusted. However a disadvantage is the woven bone formation at the periosteal side of the shaft. An alternative for the 4-point bending model is the non-invasive ulna model, an axial compression model, in which woven bone formation at the periosteal side of the ulna is not observed.

In conclusion, the present study shows that expression of MEPE mRNA and protein, are changed during translation of mechanical stimuli six hours after mechanical loading. This could indicate that modulation of bone mineralization might play a role in the response of bone after mechanical stimulation. This study also shows that microarray experiments are helpful to identify new genes such as creatine kinase (muscle form) and troponin-C, which could have a role in bone formation after mechanical stimulation.

## References

[1] CowinSC, Moss-SalentijnL, MossML (1991) Candidates for the mechanosensory system in bone. J_Biomech_Eng 113: 191-197. PubMed: 1875693.187569310.1115/1.2891234

[2] NomuraS, Takano-YamamotoT (2000) Molecular events caused by mechanical stress in bone. Matrix Biol 19: 91-96. doi:10.1016/S0945-053X(00)00050-0. PubMed: 10842092.10842092

[3] LanyonLE (1992) Control of bone architecture by functional load bearing. J_Bone Miner_Res 7 Suppl 2: S369-S375. PubMed: 1485545.148554510.1002/jbmr.5650071403

[4] SkerryTM, BitenskyL, ChayenJ, LanyonLE (1989) Early strain-related changes in enzyme activity in osteocytes following bone loading in vivo. J_Bone Miner_Res 4: 783-788. PubMed: 2816520.281652010.1002/jbmr.5650040519

[5] LeanJM, MackayAG, ChowJW, ChambersTJ (1996) Osteocytic expression of mRNA for c-fos and IGF-I: an immediate early gene response to an osteogenic stimulus. Am_J_Physiol 270: E937-E945. PubMed: 8764176.876417610.1152/ajpendo.1996.270.6.E937

[6] Raab-CullenDM, ThiedeMA, PetersenDN, KimmelDB, ReckerRR (1994) Mechanical loading stimulates rapid changes in periosteal gene expression. Calcif_Tissue Int 55: 473-478. doi:10.1007/BF00298562. PubMed: 7895187.7895187

[7] DavidovitchZ, ShanfeldJL, MontgomeryPC, LallyE, LasterL et al. (1984) Biochemical mediators of the effects of mechanical forces and electric currents on mineralized tissues. Calcif_Tissue Int 36 Suppl 1: S97 PubMed: 6204728.10.1007/BF024061406204728

[8] ForwoodMR (1996) Inducible cyclo-oxygenase (COX-2) mediates the induction of bone formation by mechanical loading in vivo. J_Bone Miner_Res 11: 1688-1693. PubMed: 8915776.891577610.1002/jbmr.5650111112

[9] PitsillidesAA, RawlinsonSC, SuswilloRF, BourrinS, ZamanG et al. (1995) Mechanical strain-induced NO production by bone cells: a possible role in adaptive bone (re)modeling? FASEB J 9: 1614-1622. PubMed: 8529841.852984110.1096/fasebj.9.15.8529841

[10] BravenboerN, EngelbregtMJ, VisserNA, Popp-SnijdersC, LipsP (2001) The effect of exercise on systemic and bone concentrations of growth factors in rats. J_Orthop_Res 19: 945-949. PubMed: 11562145.1156214510.1016/S0736-0266(01)00026-2

[11] LeanJM, JaggerCJ, ChambersTJ, ChowJW (1995) Increased insulin-like growth factor I mRNA expression in rat osteocytes in response to mechanical stimulation. Am_J_Physiol 268: E318-E327. PubMed: 7864109.786410910.1152/ajpendo.1995.268.2.E318

[12] MasonDJ, SuvaLJ, GeneverPG, PattonAJ, SteuckleS et al. (1997) Mechanically regulated expression of a neural glutamate transporter in bone: a role for excitatory amino acids as osteotropic agents? Bone 20: 199-205. doi:10.1016/S8756-3282(96)00386-9. PubMed: 9071469.9071469

[13] RobinsonJA, Chatterjee-KishoreM, YaworskyPJ, CullenDM, ZhaoW et al. (2006) Wnt/beta-catenin signaling is a normal physiological response to mechanical loading in bone. J Biol Chem 281(42): 31720-31728. doi:10.1074/jbc.M602308200. PubMed: 16908522.16908522

[14] TuX, RheeY, CondonKW, BiviN, AllenMR et al. (2012) Sost downregulation and local Wnt signaling are required for the osteogenic response to mechanical loading. Bone. 50(1): 209-217. doi:10.1016/j.bone.2011.10.025. PubMed: 22075208. 22075208PMC3246572

[15] RoblingAG, NiziolekPJ, BaldridgeLA, CondonKW, AllenMR et al. (2008) Mechanical stimulation of bone in vivo reduces osteocyte expression of Sost/sclerostin. J Biol Chem 29;283(9): 5866-5875. PubMed: 18089564. 10.1074/jbc.M70509220018089564

[16] ForwoodMR, BennettMB, BlowersAR, NadorfiRL (1998) Modification of the in vivo four-point loading model for studying mechanically induced bone adaptation. Bone 23: 307-310. doi:10.1016/S8756-3282(98)00090-8. PubMed: 9737355.9737355

[17] TurnerCH, AkhterMP, RaabDM, KimmelDB, ReckerRR (1991) A noninvasive, in vivo model for studying strain adaptive bone modeling. Bone 12: 73-79. doi:10.1016/8756-3282(91)90003-2. PubMed: 2064843.2064843

[18] ReijndersCM, BravenboerN, TrompAM, BlankensteinMA, LipsP (2007) Effect of mechanical loading on insulin-like growth factor-I gene expression in rat tibia. J_Endocrinol 192: 131-140. doi:10.1677/joe.1.06880. PubMed: 17210750.17210750

[19] ReijndersCM, BravenboerN, HolzmannPJ, BhoelanF, BlankensteinMA et al. (2007) In vivo mechanical loading modulates insulin-like growth factor binding protein-2 gene expression in rat osteocytes. Calcif_Tissue Int 80: 137-143. doi:10.1007/s00223-006-0077-4. PubMed: 17308996.17308996PMC1914289

[20] BuermansHP, RedoutEM, SchielAE, MustersRJ, ZuidwijkM et al. (2005) Micro-array analysis reveals pivotal divergent mRNA expression profiles early in the development of either compensated ventricular hypertrophy or heart failure. Physiol Genomics 21: 314-323. doi:10.1152/physiolgenomics.00185.2004. PubMed: 15728335.15728335

[21] SnijdersAM, NowakN, SegravesR, BlackwoodS, BrownN et al. (2001) Assembly of microarrays for genome-wide measurement of DNA copy number. Nat_Genet 29: 263-264. doi:10.1038/ng754. PubMed: 11687795.11687795

[22] SmythGK, MichaudJ, ScottHS (2005) Use of within-array replicate spots for assessing differential expression in microarray experiments. Bioinformatics. 21: 2067-2075. doi:10.1093/bioinformatics/bti270. PubMed: 15657102.15657102

[23] BenjaminiY, HochbergY (1995) Controlling the False Discovery Rate - A Practical and Powerful Approach to Multiple Testing. J R Stat Soc B_Stat Methodol 57: 289-300.

[24] ReinerA, YekutieliD, BenjaminiY (2003) Identifying differentially expressed genes using false discovery rate controlling procedures. Bioinformatics. 19: 368-375. doi:10.1093/bioinformatics/btf877. PubMed: 12584122.12584122

[25] SmythGK (2005) Paper 116: Individual channel analysis of two-colour microarrays. In 55th Session of the International Statistics Institute, 5-12 April 2005, Sydney Convention & Exhibition Centre, Sydney, Australia (CD). International Statistical Institute, Bruxelles

[26] ForwoodMR, OwanI, TakanoY, TurnerCH (1996) Increased bone formation in rat tibiae after a single short period of dynamic loading in vivo. Am_J_Physiol 270: E419-E423. PubMed: 8638687.863868710.1152/ajpendo.1996.270.3.E419

[27] AmirLR, JovanovicA, PerdijkFB, ToyosawaS, EvertsV et al. (2007) Immunolocalization of sibling and RUNX2 proteins during vertical distraction osteogenesis in the human mandible. J_Histochem_Cytochem 55: 1095-1104. doi:10.1369/jhc.6A7162.2007. PubMed: 17625229.17625229PMC3957525

[28] Gluhak-HeinrichJ, YangW, BonewaldLF, RoblingAG, TurnerCH et al. (2005) Mechanically Induced DMP1 and MEPE Expression in Osteocytes: Correlation to Mechanical Strain, Osteogenic Response and Gene Expression Threshold. J_Bone Miner_Res 20: S73.

[29] Gluhak-HeinrichJ, PavlinD, YangW, MacdougallM, HarrisSE (2007) MEPE expression in osteocytes during orthodontic tooth movement. Arch_Oral Biol 52: 684-690. doi:10.1016/j.archoralbio.2006.12.010. PubMed: 17270144.17270144PMC1868431

[30] KulkarniRN, BakkerAD, EvertsV, Klein-NulendJ (2010) Inhibition of osteoclastogenesis by mechanically loaded osteocytes: involvement of MEPE. Calcif Tissue Int 87: 461-468. doi:10.1007/s00223-010-9407-7. PubMed: 20725825.20725825PMC2964475

[31] FisherLW, TorchiaDA, FohrB, YoungMF, FedarkoNS (2001) Flexible structures of SIBLING proteins, bone sialoprotein, and osteopontin. Biochem_Biophys_Res_Commun 280: 460-465. doi:10.1006/bbrc.2000.4146. PubMed: 11162539.11162539

[32] QinC, BrunnJC, CookRG, OrkiszewskiRS, MaloneJP et al. (2003) Evidence for the proteolytic processing of dentin matrix protein 1. Identification and characterization of processed fragments and cleavage sites. J_Biol_Chem 278: 34700-34708. PubMed: 12813042.1281304210.1074/jbc.M305315200

[33] RowePS, de ZoysaPA, DongR, WangHR, WhiteKE et al. (2000) MEPE, a new gene expressed in bone marrow and tumors causing osteomalacia. Genomics 67: 54-68. doi:10.1006/geno.2000.6235. PubMed: 10945470.10945470

[34] RowePS (2004) The wrickkened pathways of FGF23, MEPE and PHEX. Crit Rev_Oral Biol_Med 15: 264-281. doi:10.1177/154411130401500503. PubMed: 15470265.15470265PMC3361894

[35] PetersenDN, TkalcevicGT, MansolfAL, Rivera-GonzalezR, BrownTA (2000) Identification of osteoblast/osteocyte factor 45 (OF45), a bone-specific cDNA encoding an RGD-containing protein that is highly expressed in osteoblasts and osteocytes. J_Biol_Chem 275: 36172-36180. PubMed: 10967096.1096709610.1074/jbc.M003622200

[36] HayashibaraT, HiragaT, YiB, NomizuM, KumagaiY et al. (2004) A synthetic peptide fragment of human MEPE stimulates new bone formation in vitro and in vivo. J_Bone Miner_Res 19: 455-462. PubMed: 15040834.1504083410.1359/JBMR.0301263

[37] NagelDE, KhoslaS, SanyalA, RosenDM, KumagaiY et al. (2004) A fragment of the hypophosphatemic factor, MEPE, requires inducible cyclooxygenase-2 to exert potent anabolic effects on normal human marrow osteoblast precursors. J_Cell Biochem 93: 1107-1114. doi:10.1002/jcb.20249. PubMed: 15449321.15449321

[38] BakkerAD, Klein-NulendJ, BurgerEH (2003) Mechanotransduction in bone cells proceeds via activation of COX-2, but not COX-1. Biochem_Biophys_Res_Commun 305: 677-683. doi:10.1016/S0006-291X(03)00831-3. PubMed: 12763047.12763047

[39] KawataA, Mikuni-TakagakiY (1998) Mechanotransduction in stretched osteocytes--temporal expression of immediate early and other genes. Biochem_Biophys_Res_Commun 246: 404-408. doi:10.1006/bbrc.1998.8632. PubMed: 9610372.9610372

[40] OgasawaraA, ArakawaT, KanedaT, TakumaT, SatoT et al. (2001) Fluid shear stress-induced cyclooxygenase-2 expression is mediated by C/EBP beta, cAMP-response element-binding protein, and AP-1 in osteoblastic MC3T3-E1 cells. J_Biol_Chem 276: 7048-7054. PubMed: 11092885.1109288510.1074/jbc.M008070200

[41] WadhwaS, ChoudharyS, VoznesenskyM, EpsteinM, RaiszL et al. (2002) Fluid flow induces COX-2 expression in MC3T3-E1 osteoblasts via a PKA signaling pathway. Biochem_Biophys_Res_Commun 297: 46-51. doi:10.1016/S0006-291X(02)02124-1. PubMed: 12220506.12220506

[42] AtkinsGJ, RowePS, LimHP, WelldonKJ, OrmsbyR et al. (2011) Sclerostin is a locally acting regulator of late-osteoblast/preosteocyte differentiation and regulates mineralization through a MEPE-ASARM-dependent mechanism. J Bone Miner Res;26(7): 1425-1436. doi:10.1002/jbmr.345. PubMed: 21312267. 21312267PMC3358926

[43] DavidV, MartinA, HedgeAM, RowePS (2009) Matrix extracellular phosphoglycoprotein (MEPE) is a new bone renal hormone and vascularization modulator. Endocrinology.150: 4012-4023. doi:10.1210/en.2009-0216. PubMed: 19520780.19520780PMC2819738

[44] GowenLC, PetersenDN, MansolfAL, QiH, StockJL et al. (2003) Targeted disruption of the osteoblast/osteocyte factor 45 gene (OF45) results in increased bone formation and bone mass. J Biol Chem 278: 1998-2007. doi:10.1074/jbc.M203250200. PubMed: 12421822.12421822

[45] ZhaoJ, SchmiegFI, SimmonsDT, MolloyGR (1994) Mouse p53 represses the rat brain creatine kinase gene but activates the rat muscle creatine kinase gene. Mol_Cell Biol 14: 8483-8492. PubMed: 7969181.796918110.1128/mcb.14.12.8483-8492.1994PMC359387

[46] GrossM, KumarR (1990) Physiology and biochemistry of vitamin D-dependent calcium binding proteins. Am_J_Physiol 259: F195-F209. PubMed: 2201202.220120210.1152/ajprenal.1990.259.2.F195

[47] PointonJJ, FrancisMJ, SmithR (1979) Effect of vitamin D deficiency on sarcoplasmic reticulum function and troponin C concentration of rabbit skeletal muscle. Clin_Sci_(Lond) 57: 257-263. PubMed: 113165.11316510.1042/cs0570257

[48] TaylorJ, TibshiraniR, EfronB (2005) The ‘miss rate’ for the analysis of gene expression data. Biostatistics 6: 111-117 ) doi:10.1093/biostatistics/kxh021. PubMed: 15618531.15618531

[49] XingW, BaylinkD, KesavanC, HuY, KapoorS et al. (2005) Global gene expression analysis in the bones reveals involvement of several novel genes and pathways in mediating an anabolic response of mechanical loading in mice. J_Cell Biochem 96: 1049-1060. doi:10.1002/jcb.20606. PubMed: 16149068.16149068

How the deposited data were processed for this re-analysis (not part of the article)

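Tibial shafts of 10 female Wistar rats were measured on 10 spotted oligonucleotide arrays with a pair of dyes. On each array the treated right tibia, loaded (LOAD, n = 5) or squeezed (SHAM, n = 5), was compared with the contralateral control tibia of the same rat 6 hours after the session. Groups and dyes were taken from the sample labels. For SHAM 1 a label field says LOAD while its title and description say SHAM, and it was counted as SHAM.

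The authors scanned the arrays and quantified the spots with BlueFuse. The deposited files for each array give an intensity per channel, with no normalization across channels or arrays. They also give, as the authors' software wrote it, a confidence and a signal probability as a fraction. Duplicate spots had been combined into a single value per accession. The deposited matrix gives log2 ratios of treated to control, which equal the log2 ratios of those intensities without normalization. Intensities were used for all results.

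Spots with a confidence under 0.11 were set to missing. The log2 ratios were normalized within each array by loess (span 0.3, 4 iterations) and turned so that the treated tibia was the numerator. Genes with more than 1 missing value of 10 were left out. A linear model per gene with a mean for LOAD and a mean for SHAM was fitted in limma 3.58.1 under R 4.3.3, with moderated statistics and Benjamini-Hochberg adjustment. The thresholds were false discovery rates of 20% and 50%. LOAD, SHAM and their difference were tested over 4707 genes. The contralateral controls were compared by limma's single channel analysis of the 20 channels after Aquantile normalization, over the 4472 genes with a value on every array. Differences between 5 and 5 values were tested by exact permutation, 2-sided.

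Gene lists of tissues, cell types and pathways, 28 in number, were set before the data were examined, as were the comparisons, the tests, the rule for named genes and the first set of alternatives. The 22 lists with at least 3 genes with a value on every array were tested with camera (correlation 0.01), with camera at an estimated correlation, and with fry. The rule for named genes was: every gene the paper names that the array carries (values in Table 3 had been seen); per comparison, up to 10 genes in each direction, those past the threshold and with the same sign on every array first and then the next by p, given as not past the test; and the genes with the lowest p of each list, up to 4. The text gives a selection of these. Names came from a table of RefSeq accessions and, for 7 accessions, from Table 3. Without a genome or sequences, no positions are given, and 3619 accessions stayed without a name.

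The alternatives changed the normalization, the filters on confidence, missing values and intensity, dye and scan batch terms, the prior, the background and the arrays included. In simulated data made from these arrays, a log2 change of 1 put into 100 genes was called in 96 of them in LOAD, 90 in LOAD versus SHAM and 91 between the controls, and a change of 2 in 100, 99 and 95, while 44, 44 and 28 unchanged genes were called as well. These rates belong to the simulated data. On the arrays, 158 genes had an unadjusted p under 0.05 in limma in LOAD, where chance gives 235. Maoa, at -1.985 ± 1.61 in LOAD, had a false discovery rate of 99.99%. The rates thus do not show that changes of this size were absent. Spots removed by eye by the authors could not be identified, print-tip loess could not be run since the files hold no blocks, and duplicate spots could not be modelled since they were combined. The RT-PCR and immunohistochemistry of the paper have no deposited files and were left out.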

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

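The tests of the muscle levels in each tibia and of an exchange of the dyes of LOAD 2 were chosen after the results were seen.

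The muscle list was lower in LOAD than in SHAM, with medians of -0.15 and 0.02 and a median difference of -0.17, and in LOAD the muscle genes outside Table 3 had a median of -0.10, as 13 of 18 were lower (adjusted p = 0.0292; adjusted p = 0.315 with an estimated correlation). The tables argue against dye orientation as the whole source, since the mean of Ckm and troponin-C was -1.68 in LOAD, -1.58 with a dye term, and -1.94 and -1.29 on the arrays with the loaded tibia in Cy3 and in Cy5. An unequal amount of adhering muscle on the tibiae of a rat may account for it: over the 10 arrays the pair followed the median of 19 other muscle genes (Spearman rho 0.770, permutation p = 0.0128; Pearson r 0.87, permutation p = 0.00131; r 0.65 without LOAD 4 and SHAM 2; a single relation; r 0.70 within LOAD and 0.91 within SHAM), although Car3 and Scn4a, muscle genes with high levels in all 4 groups of tibiae, had ratios in LOAD of only -0.06 (-0.39 to 0.21 over the LOAD arrays) and -0.19. Their differences between LOAD and SHAM were -0.20 and -0.29, beside the list's median difference of -0.17. Against a decrease in the loaded tibia by loading, the loaded tibiae held a share of only 0.243 of the difference between LOAD and SHAM (-0.0203 without SHAM 2, the lowest with an array left out, to 0.332), but it stays open, since the mean over both tibiae of a rat, 8.67 in LOAD and 8.18 in SHAM, did not settle it (exact permutation p = 0.325) and the lowest levels lie near the limit of detection. The paper's RT-PCR, on more rats, also leaves such a decrease open. There the mean levels of Ckm and troponin-C were lower in loaded than in sham-loaded tibiae with both primer sets. The controls of LOAD were not consistently above those of SHAM, and each SD exceeded its mean. Of the 21 muscle genes kept, 4 are also in another list, 2 are in Table 3 and 11 had signal in all 20 channels; the paper's methods state that periosteum and marrow were removed, and whether muscle was removed with them was not tested.

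LOAD 2 stood apart in its dye bias: across genes, its log2 ratio of Cy5 to Cy3 had r = -0.323 with the mean of the other 9 arrays, where LOAD 3 had -0.07 and the other 8 had 0.18 to 0.57 (genes are not independent replicates). An exchange of its dye channels, in the labels or the file, is a candidate explanation that this value is in line with; against it, as labelled, all 9 genes of Table 3 had on LOAD 2 the direction of their LOAD means (Mepe 0.30, Ralgapa1 0.39, Ckm -0.23, troponin-C -0.95), though these genes were chosen on arrays that include it, so the exchange stays open. An exchange of its tibiae cannot be told apart from ordinary differences: the 100 genes most raised or lowered on the other LOAD arrays had a mean of -0.205 on LOAD 2, turned by their direction (SD of random sets 0.041), and -0.25 on LOAD 5 by the same measure. An exchange of the dye channels would turn these ratios too, so this measure does not decide on it either. With the channels of LOAD 2 exchanged and a dye term, 1001 genes reached a false discovery rate of 50% in LOAD and 0 reached 20%. No biological explanation was tested.

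LOAD 4 and SHAM 4 were doubted before the values were read, since the numbers in the names of their files, unlike those of the other 8, do not run in sequence. On LOAD 4, 166 spots had a confidence under 0.11, against 33 to 50 on the other LOAD arrays, and the muscle list had a median of -0.64, against -0.21 to -0.05. If the tibiae of a LOAD and a SHAM rat had been crossed between these arrays, their ratios would run opposite across genes; after removal of each gene's mean dye effect the correlation was -0.0152, and 11 of the 24 other pairs of a LOAD and a SHAM array were lower (-0.48 to 0.46). Without that removal it was -0.43, where the lowest of the 25 pairs, LOAD 4 with SHAM 2, had -0.53; the treated tibia was in Cy3 on LOAD 4 and in Cy5 on SHAM 4 and SHAM 2, so that a shared dye bias turns these ratios opposite as well. Without both arrays 0 genes passed in LOAD, and Ralgapa1 ranked at 43 in SHAM; no biological explanation of the low confidence on LOAD 4 was tested.

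Between LOAD and SHAM, the cartilage list differed with a median of -0.27 (medians -0.22 and 0.05), the ribosomal proteins with -0.070 (-0.06 and 0.03), the chemosensory receptors with 0.43 (0.54 and 0.09) and the other genes the paper names with 0.43 (0.52 and 0.10). In camera the cartilage and ribosomal lists had adjusted p = 0.0539 and 0.128. With an estimated correlation they did not pass (adjusted p = 0.614 and 0.660). The chemosensory list and that of other genes share V2R2B and QFG-TN1, so their results are not separate. Both lists hold genes of Table 3, which were chosen on these arrays, so their direction is not independent evidence (adjusted p = 0.0539 and 0.0938; adjusted p = 0.614 and 0.660 with an estimated correlation). Within the 4 scan batches the median difference of the muscle list was -0.16, -0.26, -0.40 and -0.15, that of the ribosomal proteins -0.04, 0.03, -0.24 and -0.04, and that of the cartilage list -0.46, -0.06, -0.30 and 0.16.

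On SHAM 2, the array with muscle transcripts high in the sham-loaded tibia, the liver or plasma protein list had a median log2 ratio of 0.16, against -0.07 to -0.03 on the other SHAM arrays. SHAM 3 had a dye bias correlation of 0.187, against 0.44 to 0.50 on the other SHAM arrays. In all, 78 groups of 5 arrays were examined for an array far from the others and 4 had such an array, where chance gives about 1 in 20 groups, or 3.9.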

How the results depend on the processing

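Chosen after the data were seen were the settings with a signal probability, with lists without the genes of Table 3, with LOAD 2 exchanged and with SHAM 1 counted as LOAD. In every other alternative not named here the counts of genes stayed at 0 for LOAD, SHAM, LOAD versus SHAM and the controls. Without normalization, 9 genes passed 20% and 10 passed 50% in LOAD, 2 passed in LOAD versus SHAM (Maoa and troponin-C, both lower), the best rank of the Table 3 genes in SHAM was 4157 and 1 list passed in SHAM. There the prior of the spread had infinite degrees of freedom, so that all genes shared an SD of 0.77, against 3.71 degrees of freedom in the reported fit, and the median of all genes was -0.23 in LOAD and -0.42 in SHAM. Leaving out an array in turn, the genes between the controls were 0 to 8 (8 without LOAD replicate 3), the best rank in SHAM was 44 to 2248 (44 without SHAM replicate 4, 418 without SHAM replicate 1 and 2248 without SHAM replicate 3), and the lists that passed were 3 to 9 in LOAD (3 without LOAD replicate 1), 0 to 4 in SHAM (4 without SHAM replicate 4 and 1 without SHAM replicate 5) and 1 to 7 in LOAD versus SHAM (1 without LOAD replicate 5, 2 without LOAD replicate 1 and 3 without SHAM replicate 2 or SHAM replicate 4), against 6, 0 and 5. Without both arrays numbered 4 the rank was 43 and 4 lists passed in SHAM, and with median centring the rank was 468. With LOAD 2 exchanged 2 lists passed in LOAD versus SHAM; with a dye term as well, 1001 genes passed 50% in LOAD, the rank was 2183, 3 lists passed in LOAD and 2 in LOAD versus SHAM. A signal probability of at least 0.5, 0.9 or 0.99 kept 2736, 2141 or 2049 genes, with 1 list in SHAM at 0.5 and ranks of 781 and 749 at 0.9 and 0.99; fewer genes were ranked there. With SHAM 1 counted as LOAD the rank was 413 and 10 lists passed in LOAD versus SHAM. With the osteocyte list taken without Mepe 3 lists passed in LOAD, as the cartilage and ribosomal lists then missed 20% too. With an estimated correlation, as with fry, 0 lists passed in LOAD or in LOAD versus SHAM. Apart from the genes ranked and the shared spread, the cause was not tested. With the preset correlation in camera, the muscle list passed in 29 of 30 alternatives in LOAD, and not with LOAD 2 exchanged and a dye term (adjusted p = 0.276), and in 30 of 30 in LOAD versus SHAM. These 30 leave out the estimated correlation (adjusted p = 0.242 in LOAD and 0.283 in LOAD versus SHAM). They also leave out fry (adjusted p = 0.400 and 0.760), as do the counts for the other lists. Nor are the alternatives separate tests, since leaving out a SHAM array does not change the ratios in LOAD. Of 1257 values of named genes in LOAD, 1231 stayed on their side of 20% and within the spread between replicates, 20 moved by more and 6 passed where they had not; in SHAM these were 447 of 456, 9 and 0, and in LOAD versus SHAM 563 of 574, 9 and 2; between the controls 1 of 126 moved and 2 passed. Counted over all of these values, those that stayed within the spread included, 58 changed sign in LOAD, 27 in SHAM, 2 in LOAD versus SHAM and 0 between the controls, none of them of a gene past the test. The planned print-tip loess and averaging of duplicates were not run, the deposited matrix equals the setting without normalization, and scan batch as a random block was not run for the lists. Signal over background limits the dimmest genes, such as troponin-C.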

Differences from the paper's values

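The settings with a signal probability and with LOAD 2 exchanged were chosen after seeing the values; all other settings named here were set before the data were examined.

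For the number of genes retained, the paper gives 2375, and 4707 were kept here. Of the alternatives, leaving out the dimmest 25% of the genes gave 3530 and falls within 1.5 times the paper's number, and the other 16 do not (up to 4803). Settings chosen after seeing the values that ask for a signal probability of at least 0.5, 0.9 or 0.99 kept 2736, 2141 and 2049 genes; they drop 4, 4 and 5 of the paper's 9 called genes, among them troponin-C, and call none of the rest. For the single channel analysis the paper gives 1944 spots and 4472 genes were used here; none of the 18 alternatives comes within 1.5 times (4188 to 4803).

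At a false discovery rate of 20% in LOAD, the paper's count is 9 genes and the count here is 0. Without normalization it was 9 as well, and in the other 24 alternatives it was 0; that setting drops the 4 raised genes of the paper's 9. The paper's 4 raised genes were not called in any alternative (0 here). Of the paper's 5 lower genes 0 were called here; without normalization 9 genes were lower, among them all 5 of the paper's (Maoa, troponin-C, Ckm, Fgb and Klc-C), and Myl11 and 3 accessions without a name. At 50% the paper's count is 22 and the count here is 0, and 10 without normalization was the highest of the 25 alternatives. With LOAD 2 exchanged and a dye term, chosen after seeing the values, 1001 genes reached 50%, among them 6 of the paper's 9 (not Ralgapa1, troponin-C or Klc-C). Between the controls the paper's count of lower genes is 3 and the count here is 0, and none of the 18 alternatives comes within 1.5 times of 3; without LOAD replicate 3 it was 6, and Phex, which the paper calls, was not among them. U09793 was 1 of the 6; the accessions of p21 and ATA2, which the paper also calls, have no name here, so whether it is 1 of them is not known. For Phex the difference had the paper's direction (-0.83).

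The paper's false discovery rates in Table 3 run from 5.4% to 16.0%, and here each of the 9 was 99.99%. The paper's values are 5.4% for Mepe and Ralgapa1, 6.5% for Ckm, 7.4% for Fgb, 9.4% for V2R2B, Maoa and troponin-C, 14.5% for QFG-TN1 and 16.0% for Klc-C. Without normalization the rate for Klc-C was 11.7%, near the paper's, and those of Ckm (0.205%), Fgb (1.43%), Maoa (2.27e-05%) and troponin-C (5.40e-05%) fell below the paper's; in no other alternative did any of the 9 pass 20%. The paper's posterior log odds B are 2.35 for Mepe, 1.92 for Ralgapa1, 1.44 for Ckm, 1.08 for Fgb, 0.56 for V2R2B, 0.50 for Maoa, 0.42 for troponin-C, -0.06 for QFG-TN1 and -0.25 for Klc-C. Here B was -2.87, -2.93, -3.06, -3.12, -2.91, -3.27, -3.24, -3.05 and -3.34 in the same order, and in 25 of the 26 alternatives B was -1.60 or lower for each of the 9, below the paper's. Without normalization B was -0.21 for Klc-C, near the paper's, and 1.43 for Fgb, within 1.5 times the paper's; it was 2.91 for Ckm, 10.5 for Maoa and 9.37 for troponin-C, above the paper's, and below it for the 4 raised genes.

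The paper states that none of the 9 genes was among the 189 highest ranked in SHAM. The highest rank here was 1337, and without SHAM replicate 4 Ralgapa1 ranked at 44. The log2 ratios M and mean intensities A of all 9 genes, the folds of 1.42 and 1.82, the 4803 accessions and the 0 genes in SHAM did not differ from the paper's.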

Other observations

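The tests of the splits of the SHAM arrays and of the gene lists were chosen after the results were seen, as was the search for genes that follow Myl11.

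The lists of oxidative phosphorylation and of blood, vessel and nerve markers did not pass 20% in LOAD. Of 11 genes of oxidative phosphorylation 10 were lower in LOAD, with a median log2 ratio of -0.066 (adjusted p = 0.254), and 2 of them, Cox6a2 and Cox8b, are muscle forms that are also in the muscle list. Of 6 endothelial genes 5 were higher (median 0.10, adjusted p = 0.254), of 4 myeloid genes 3 (median 0.10, adjusted p = 0.439), of 4 erythroid genes 2 (adjusted p = 0.744), of 6 adipocyte genes 4 (adjusted p = 0.947), of 9 nerve genes 5 (adjusted p = 0.442) and of 3 lymphoid genes 1 (adjusted p = 0.619). Of 11 glycolysis genes 6 were higher (adjusted p = 0.939), of 14 liver or plasma protein genes 6 (adjusted p = 0.898), of 10 genes of TGF-beta and BMP signaling 4 (adjusted p = 0.783), of 7 genes of the IGF axis 4 (adjusted p = 0.477), of 3 heat shock genes 3 (adjusted p = 0.406) and of 6 genes of monoamine metabolism 2 (adjusted p = 0.271). The list of 3 chemosensory receptors and that of 4 other genes the paper names share V2R2B and QFG-TN1, so their results are not separate. Most of their genes are from Table 3 and so were chosen on these arrays. These lists had medians of 0.54 and 0.52 in LOAD (adjusted p = 0.00446 for each; adjusted p = 0.315 for each with an estimated correlation). Lists with fewer than 3 genes with a value, such as osteoclast and Wnt genes, were not tested.

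Other matrix genes of bone had log2 ratios in LOAD that did not pass the test. Of the SIBLING family, Ibsp had a log2 ratio of 0.30 ± 0.95 (SD, n = 5) and was higher on 4 of 5 LOAD arrays, osteopontin (Spp1) had 0.01 ± 0.55 and Dspp had -0.11 ± 0.18 (adjusted p = 0.210 for the 4 genes as a list; adjusted p = 0.475 with an estimated correlation). Mgp, an inhibitor of calcification, had -0.30 ± 0.96, the osteocyte membrane protein Pdpn had -0.22 ± 0.54 and Gapdh had 0.06 ± 0.46 (SD, n = 5). Without LOAD replicate 2, Ibsp had 0.08, Spp1 had 0.21, Dspp had -0.05, Pdpn had 0.02, Mgp had -0.0034 and Gapdh had -0.10. Without LOAD replicate 5, Ibsp had 0.68, Mgp had -0.49 and Gapdh had 0.21, and without LOAD replicate 1 Spp1 had -0.13.

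Of the 4471 other genes with a value on every array, the 10 that followed Myl11 most closely over the 10 arrays included all 5 lower genes of Table 3, together with the muscle protease Capn3 (r = 0.97), Svs4 (r = 0.96) and 3 accessions without a name. Fgb ranked at 1, troponin-C at 3, Maoa at 4, Klc-C at 7 and Ckm at 9. By RT-PCR the paper did not detect Fgb in any tibia. For Maoa and kinesin light chain it found no significant difference in LOAD with either primer set. For Ckm and troponin-C it reports a tendency to lower levels in LOAD. The paper also gives the arrays a cross-reactivity, by which an oligonucleotide may interact with a gene other than its named one.

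Regrouping the arrays shows how often other divisions give as much. For LOAD the 16 sign patterns of 5 arrays are too few to judge chance; the real pattern gave 0 genes, which all 16 reach by necessity (highest other 489, with LOAD 3 and LOAD 5 turned). For SHAM the 16 patterns are too few as well: the real gave 0, which all 16 reach, and the highest other, 37, turned SHAM 2 and SHAM 4, the arrays with the treated tibia in Cy5. For LOAD versus SHAM the real split gave 0 genes, so that 100 of 100 splits gave as many whatever the data, and the count decides nothing on chance (highest other 1340, with LOAD 1, LOAD 3, LOAD 5, SHAM 2 and SHAM 4 together); 5 splits called any gene, and those with 1340, 1246 and 332 genes point to a structure of the arrays, the last of which parts 9 of 10 arrays by dye orientation. With a dye term 0 genes passed in LOAD versus SHAM. For the gene lists in LOAD, the 16 patterns are too few: the real pattern gave 6 lists, 2 of 16 gave as many, and the highest other was 8. For the lists in LOAD versus SHAM chance cannot be excluded: the real split gave 5, 24 of 100 gave as many, and the highest other gave 10. Between the controls the real split gave 0 genes as well, so that 100 of 100 gave as many and the count decides nothing either (highest other 6).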
